# A method to culture human alveolar rhabdomyosarcoma cell lines as rhabdospheres demonstrates an enrichment in stemness and Notch signaling

**DOI:** 10.1242/bio.050211

**Published:** 2021-02-09

**Authors:** Katherine K. Slemmons, Michael D. Deel, Yi-Tzu Lin, Kristianne M. Oristian, Nina Kuprasertkul, Katia C. Genadry, Po-Han Chen, Jen-Tsan Ashley Chi, Corinne M. Linardic

**Keywords:** Fusion-positive rhabdomyosarcoma, Spheres, Stemness, SOX2, POU5F1/OCT4, NANOG, NOTCH

## Abstract

The development of three-dimensional cell culture techniques has allowed cancer researchers to study the stemness properties of cancer cells in *in vitro* culture. However, a method to grow PAX3-FOXO1 fusion-positive rhabdomyosarcoma (FP-RMS), an aggressive soft tissue sarcoma of childhood, has to date not been reported, hampering efforts to identify the dysregulated signaling pathways that underlie FP-RMS stemness. Here, we first examine the expression of canonical stem cell markers in human RMS tumors and cell lines. We then describe a method to grow FP-RMS cell lines as rhabdospheres and demonstrate that these spheres are enriched in expression of canonical stemness factors as well as Notch signaling components. Specifically, FP-RMS rhabdospheres have increased expression of *SOX2*, *POU5F1 (OCT4),* and *NANOG,* and several receptors and transcriptional regulators in the Notch signaling pathway. FP-RMS rhabdospheres also exhibit functional stemness characteristics including multipotency, increased tumorigenicity *in vivo*, and chemoresistance. This method provides a novel practical tool to support research into FP-RMS stemness and chemoresistance signaling mechanisms.

## Abstract (precis)

**Summary:** Here we report on a method to culture human PAX3-FOXO1 fusion-positive rhabdomyosarcoma cells in three dimensions, and use these rhabdospheres as a novel tool to study their stemness and chemoresistance signaling mechanisms.

## INTRODUCTION

Relapsed and refractory disease remain dire problems in the field of clinical oncology. Cancer stem cells (CSC), or cancer cells exhibiting stemness properties and sometimes called tumor-initiating cells, have emerged as the subset of chemoresistant cells thought to propagate tumor resistance and recurrence (Moitra, 2015; Morrison et al., 2011)]. Understanding the biology of CSCs is key to developing novel agents to target them; having model systems that support the growth and study of CSCs is therefore critical.

Methods to culture cancer cells as non-adherent spheres, e.g. breast cancer cells as mammospheres (Lee et al., 2007) and brain cancer cells as neurospheres (Lee et al., 2006), or other three-dimensional (3D) structures has revolutionized the field of CSC biology. Compared to the traditional method of culturing cells as adherent monolayers, culturing cells in 3D more closely recapitulates the cell–cell contact and physical forces that occur in human tumors *in situ* (Chen et al., 2012). These modified cell culture methods not only enable the study of cancer stemness, but may also provide a practical experimental method intermediate between adherent cell culture and *in vivo* xenografts (Hoarau-Vechot et al., 2018). However, sphere culture systems have yet to be developed for all human tumor types, including many sarcomas.

Sarcomas are a heterogeneous group of mesenchymal tumors that occur throughout the human lifespan. Successful generation of several sarcoma sphere systems [osteosarcoma (Basu-Roy et al., 2012), leiomyosarcoma (Sette et al., 2012), and a range of musculoskeletal sarcomas (Salerno et al., 2013)] demonstrate that they are achievable, and that their implementation has allowed researchers to unravel novel molecular mechanisms that drive cancer cell stemness in sarcomas.

Rhabdomyosarcoma (RMS) is the most common soft tissue sarcoma in children and adolescents. RMS is comprised of two main histologic subtypes, known as embryonal RMS (ERMS) and alveolar RMS (ARMS) (Ognjanovic et al., 2009). As genomic profiling of RMS has matured, the nomenclature for RMS has shifted towards molecular rather than histologic classification. Thus, ERMS tumors are termed fusion-negative (FN) RMS, referring to the lack of signature fusion oncogenes, while ARMS are termed fusion-positive (FP) RMS, referring to the presence of signature fusion oncogenes. This nomenclature will be used here.

By culturing FN-RMS cells as rhabdospheres, Walter and colleagues identified the transmembrane glycoprotein prominin 1 (PROM1, also known as CD133 antigen) as a hallmark of FN-RMS stemness (Walter et al., 2011). Subsequently, several developmental pathways including Notch, Hedgehog, and Hippo have been studied in FN-RMS rhabdospheres (Ignatius et al., 2017; Satheesha et al., 2016; Slemmons et al., 2017), demonstrating the utility of this 3D system for studying the role of dysregulated signaling in CSC stemness in FN-RMS. However, less is known about the signaling that controls stemness in FP-RMS tumorigenesis. This is important because FP-RMS, which is most often driven by the signature *PAX3-FOXO1* fusion gene, is the more aggressive variant, with a 5 year survival rate of less than 50% overall (Ognjanovic et al., 2009) and less than 17% for relapsed cases (Pappo et al., 1999). Most patients with PAX3-FOXO1-RMS will initially respond to therapy but typically become chemo-refractory or relapse (Ognjanovic et al., 2009; Missiaglia et al., 2012), underscoring the need to better understand its CSC biology. Previously, a method was reported to grow PAX7-FOXO1-positive CW9019 cells (Almazán-Moga et al., 2017). Here, we have developed a method for culturing PAX3-FOXO1-positive-RMS cells as rhabdospheres (which we abbreviate as FP-RMS), and in these spheres we observe enrichment of canonical stemness markers and Notch signaling. Moreover, culturing these FP-RMS cell lines as spheres increases their potential to differentiate into multiple cell lineages, their tumorigenic potential as xenografts in immune deficient mice, and their resistance to a standard RMS-directed chemotherapeutic agent vincristine.

## RESULTS

### FP-RMS tumors express canonical stem cell genes

Little information exists regarding stemness genes and properties in FP-RMS. Therefore, we first queried human FP-RMS tumors for mRNA expression of several canonical stem cell genes, *SOX2* (*sex determining region Y-Box 2*)*, POU domain, class 5, transcription factor 1* (*POU5F1*; also known as *OCT4*) and *Nanog homeobox* (*NANOG*). Although these genes were previously shown to be expressed in FN-RMS cell lines and tumors and serve as markers of FN-RMS cell stemness (Walter et al., 2011; Satheesha et al., 2016; Slemmons et al., 2017), the relative expression of these genes in FP-RMS was not known. We found that all three genes were expressed in human FP-RMS tumors at levels similar to the FN-RMS tumors (Fig. 1A), with the increases in *POU5F1* and *NANOG* in tumors compared to cell lines meeting statistical significance. We next evaluated expression of these genes in Rh30 cells grown *in vitro* as a monolayer versus Rh30 cells grown as a monolayer and then injected *in vivo* as orthotopic xenografts. Compared to *in vitro* culturing of cells, the xenografts had 4–50 fold increase in *SOX2, POU5F1,* and *NANOG* gene expression (Fig. 1B)*.* These data suggest that when studying CSC biology, growth as a monolayer does not accurately represent the gene expression that would be seen *in vivo*. However, because xenograft studies are costly and use animals, we sought to develop an intermediate method of studying FP-RMS cancer cell stemness *in vitro*.

**Fig. 1.**
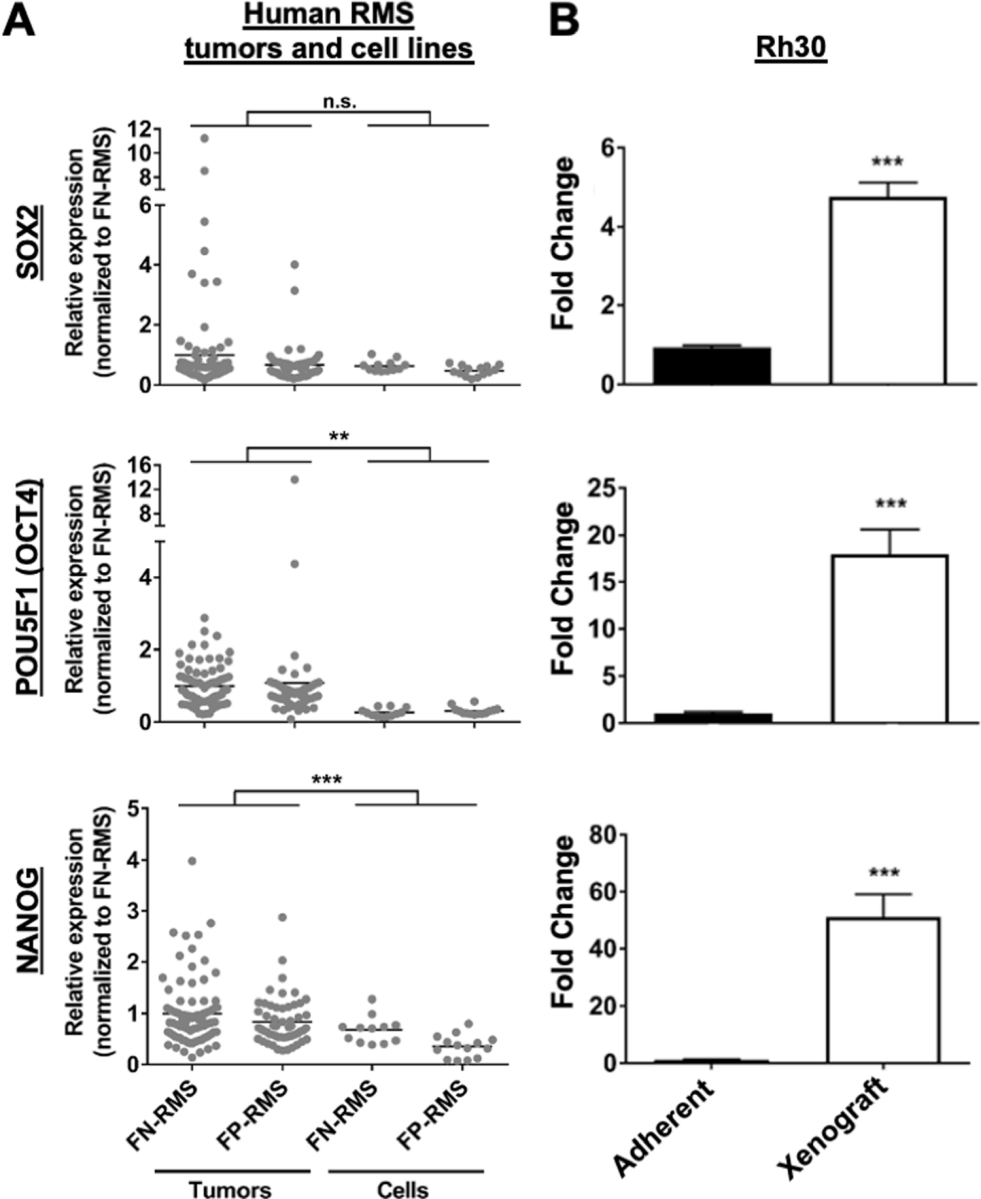
**Human FP-RMS tumors and xenografts express *SOX2*, *POU5F1* (*OCT4*), and *NANOG.*** (A) FN-RMS and FP-RMS human tumors express similar levels of *SOX2*, *POU5F1*, and *NANOG*. Values are much lower for FN-RMS and FP-RMS cells grown as cell monolayers. Microarray data was obtained from the Oncogenomics database (https://pob.abcc.ncifcrf.gov/cgi-bin/JK). *N*=84 FN-RMS tumors, *N*=55 FP-RMS tumors, *N*=12 FN-RMS cell lines, *N*=14 FP-RMS cell lines. (B) qRT-PCR demonstrates a significant increase in *SOX2*, *POU5F1*, and *NANOG* levels in Rh30 orthotopic xenografts as compared to Rh30 adherent cell cultures. *N*=3 per group. *P<0.05; **P<0.01; ***P<0.001.

### FP-RMS spheres are enriched in stemness markers and Notch signaling components

We first attempted to culture two PAX3-FOXO1-positive patient-derived FP-RMS cell lines (Rh30 and Rh28 cells) as spheres using a previously published FN-RMS sphere protocol (Walter et al., 2011). However, these conditions did not support rhabdosphere formation of FP-RMS cells. Recently, PAX3-FOXO1 has been shown to ‘trap’ FP-RMS cells in a myoblastic state (Gryder et al., 2017), in part through the upregulation of insulin-like growth factor 1 receptor pathways (Ayalon et al., 2001; Aslam et al., 2013). Consistent with this observation, we noted that human skeletal muscle myoblast culture medium is formulated with insulin and other insulin-like growth factors, and we therefore modified the FN-RMS sphere media by increasing the concentration of insulin and growth factors bFGF and EGF; this modified media allowed Rh30 cells to form spheres in ultra-low attachment plates (Fig. 2A, right). For the Rh28 cells, which grow slower than the Rh30 cells, increasing the B27 supplement to 2X was required for sphere formation (Fig. 2A, left).

**Fig. 2.**
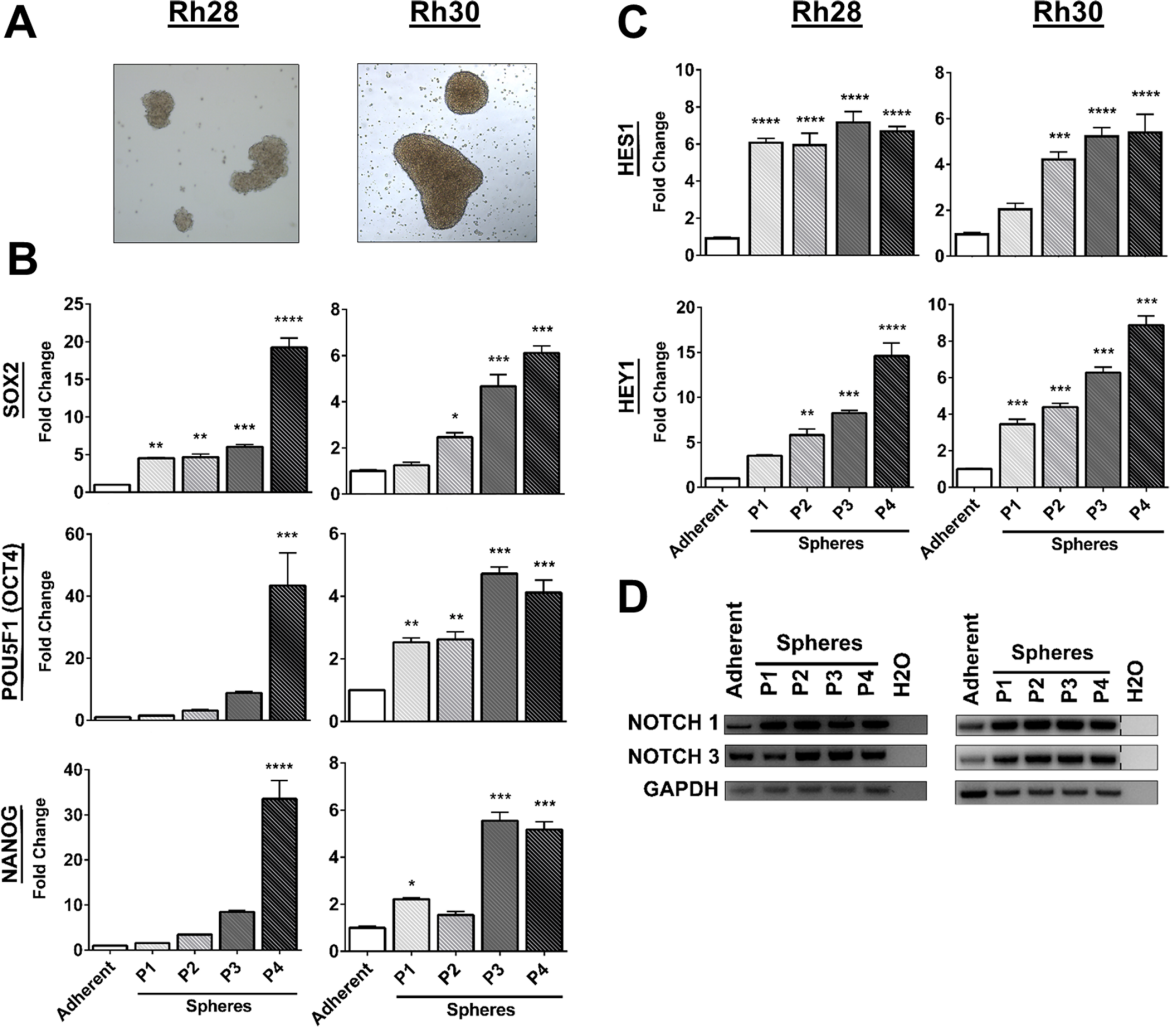
**FP-RMS rhabdospheres are enriched in stemness marker expression and Notch signaling.** (A) Representative images of Rh28 (left) and Rh30 (right) spheres. (B) Expression of stem cell markers *SOX2, POU5F1,* and *NANOG* increases in FP-RMS rhabdospheres over four passages (compared to adherent cells) as assayed by qRT-PCR. (C) Notch target genes *HES1* and *HEY1* are also increased. (D) Notch receptors *NOTCH1* and *NOTCH3* are increased as shown by RT-PCR. GAPDH used as loading control. Lanes are from the same RT-PCR experiment but have been rearranged into this order. *P*= passage number. *, *P*<0.05; **, *P*<0.01; ***, *P*<0.001; and ****, *P*<0.0001.

We next investigated whether culturing FP-RMS cells as rhabdospheres enriched in stemness markers, as assessed by qRT-PCR. Compared to cells grown as monolayers, serial passaging of FP-RMS spheres led to upregulation of *SOX2*, *POU5F1*, and *NANOG* in both Rh28 and Rh30 cells (Fig. 2B). The magnitude of gene expression increases was higher in Rh28 compared to Rh30 cells (20–40-fold increase versus 4–6-fold increase at passage 4). Interestingly, Prominin 1, or CD133 (*PROM1*), which is a hallmark of FN-RMS cell stemness, was not upregulated in FP-RMS spheres.

The Notch pathway is a developmental signaling network that regulates stem cell identity and proliferation in many tissues including skeletal muscle (Bray, 2016). In FN-RMS, the role of Notch has been better characterized and shown to play a role in regulating stemness (Ignatius et al., 2017; Slemmons et al., 2017). However, the role of Notch in FP-RMS and FP-RMS stemness is not well understood. We analyzed expression of two Notch signaling readout genes *hes family bHLH transcription factor 1* (*HES1*) and *hairy/enhancer-of-split related with YRPW motif 1* (*HEY1*)*,* and two Notch receptors, *NOTCH1* and *NOTCH3.* We found that all four Notch pathway genes were increased in the spheres (Fig. 2C,D), with the magnitude of increase again more pronounced in the Rh28 cells. These data suggest that Notch may not only be important for FN-RMS, but also for FP-RMS, and that sphere culture systems may be a useful tool to study Notch signaling in FP-RMS.

### FP-RMS spheres are multipotent

To further characterize the stem cell characteristics of the FP-RMS rhabdospheres, we evaluated their multipotency, or ability to differentiate into multiple lineages. Since RMS is thought to originate from a mesenchymal precursor (Naini et al., 2008; Abraham et al., 2014), enriching for stem cell characteristics by culturing as spheres should promote the ability of FP-RMS cells to differentiate along various mesenchymal lineages (myogenic, adipogenic, neurogenic and osteogenic lineages). Previous studies have shown that native FP-RMS cells grown as an adherent monolayer do not exhibit stem cell qualities and are not readily able to differentiate (Lee et al., 2011).

We found that Rh28 and Rh30 cells cultured as spheres prior to re-plating in myogenic differentiation media demonstrated a greater ability to differentiate along the myogenic lineage than cells that had been cultured as an adherent monolayer (Fig. 3A,B). Quantitation of MF20 staining, which identifies myosin heavy chain, showed that only 2–4% of the adherent cell population was MF20 positive, while 13–26% of cells that had been cultured as spheres were able to differentiate (Fig. 3C,D), demonstrating the increased plasticity of cells grown as spheres.

**Fig. 3.**
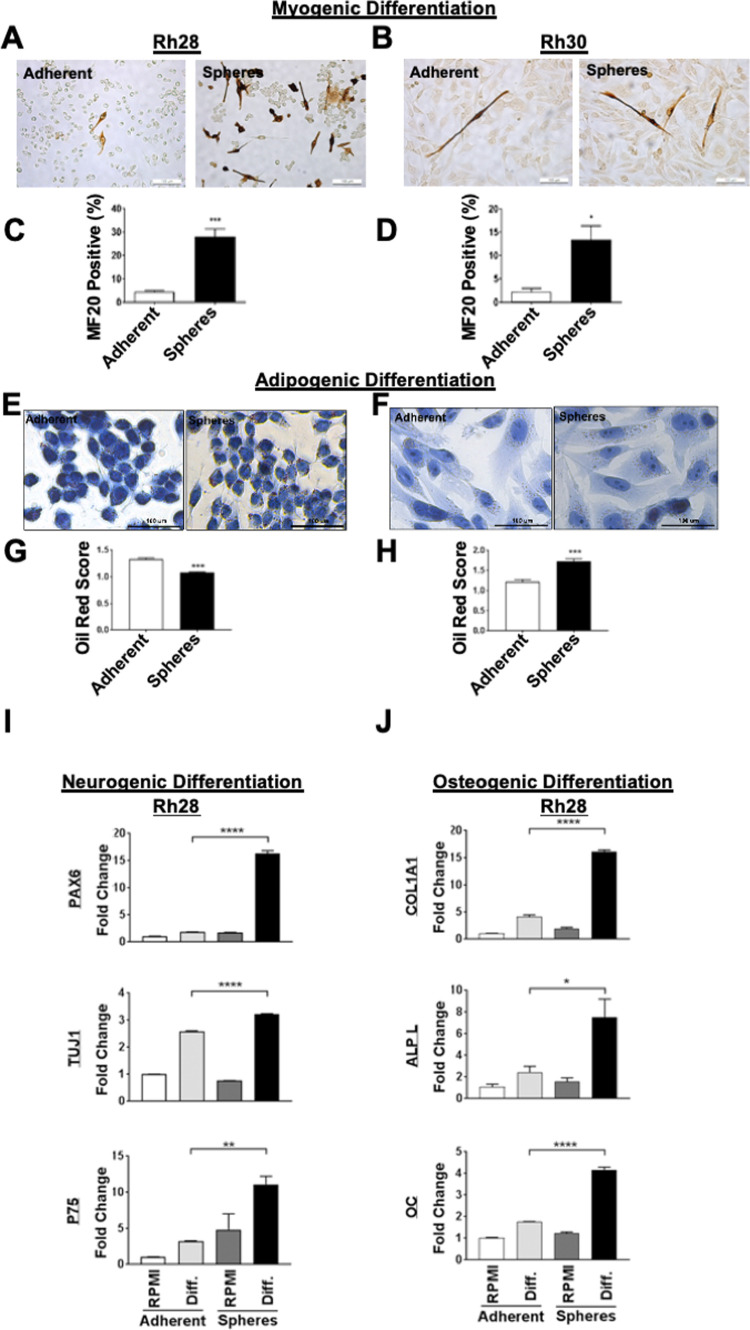
**FP-RMS spheres are multipotent.** Cells cultured in adherent or spheres conditions were grown in myogenic differentiation media for 5 days then stained for MF20 expression. (A,B) Representative images and (C,D) quantitation of MF20 staining in Rh28 and Rh30 cells. After adipogenic differentiation, cells were stained with Oil Red O. (E,F) Representative images and (G,H) scoring of Oil Red O staining in Rh28 and Rh30 cells. (I,J) qRT-PCR analysis of neurogenic and osteogenic differentiation genes in Rh28 cells from adherent versus sphere culture conditions, after neurogenic and osteogenic differentiation, respectively. *P<0.05; **P<0.01; ***P<0.001; and ****P<0.0001.

Results for differentiation along the adipogenic lineage were mixed. After 11 days in adipogenic differentiation media, lipid droplets were identified using Oil Red O staining (Fig. 3E,F) and the relative amount of lipid droplets was scored and quantified (Fig. 3G,H). The Rh30 cells that had been cultured as spheres displayed a higher degree of adipogenic differentiation, as shown by a higher average Oil Red O score, than the cells that had been cultured as an adherent monolayer. However, this finding was not observed in the Rh28 cells, for which a slightly higher number of lipid droplets was observed in the cells that had been grown adherently. Therefore, to further investigate the pluripotency of the Rh28 spheres, we performed two additional differentiation assays along the mesenchymal lineage.

Rh28 cells that had been grown either as an adherent monolayer or as spheres were cultured in neurogenic or osteogenic differentiation conditions. Using qRT-PCR, mRNA expression for markers of neurogenic [*paired box 6* (*PAX6*)*, TUJ1* (*TUBB3, tubulin, beta 3 class III*) *and P75 nerve growth factor receptor*, *NGFR*] and osteogenic [*collagen type I alpha 1 chain* (*COL1A1*)*, alkaline phosphatase* (*ALPL*) *and OC (bone gamma-carboxyglutamate protein*, *BGLAP*] differentiation were analyzed. Although a small percentage of cells that were grown adherently differentiated in the neurogenic and osteogenic differentiation media, a significantly higher expression of each of these genes was observed in the cells that had been cultured as spheres (Fig. 3I,J). These data suggest that culturing FP-RMS cells as spheres permits plasticity, allowing for differentiation down different mesenchymal lineages.

We considered the possibility that the different culture conditions induced, rather than just permitted, stemness and plasticity. To test this, we cultured normal human skeletal muscle myoblasts (HSMM) and Rh30 cells in sphere media in ultra-low attachment plates or adherent plates, and compared them to HSMMs and Rh30s grown in standard growth media on adherent plates. While the Rh30 cells were able to be passaged in all conditions, and formed spheres when grown in sphere media on ultra-low attachment plates, HSMMs did not survive when grown in sphere media in either ultra-low attachment plates or adherent plates (Fig. S1). These data suggest that cells that lack an inherent plasticity or stemness are not induced to reprogram to a stem-like state by growth in these culture conditions.

### FP-RMS spheres demonstrate increased tumorigenicity *in vivo*

To evaluate the impact of culturing human FP-ARMS cells as spheres on *in vivo* tumorigenesis, we performed xenograft assays whereby varying doses of Rh30 cells (grown adherently or as spheres) were injected subcutaneously into the flanks SCID/*beige* mice. At the highest cell dose (10×10^6^), cells from both adherent and sphere conditions formed tumors with similar penetrance and kinetics (Fig. 4A, left). At the intermediate cell dose (1×10^6^), while all the mice developed tumors, the adherent group grew slower (Fig. 4A, middle). At the lowest dose (1×10^5^), all mice injected from cells that had been cultured as spheres formed tumors while only 2/5 mice from the adherent group developed tumors (Fig. 4A, right). Statistical analysis of tumor formation from the sphere group demonstrated a significantly higher estimated stem cell frequency compared to the adherent group (Fig. 4B). These data demonstrate that stemness is functionally enriched through this *in vitro* method of culturing FP-RMS cells as 3D rhabdospheres.

**Fig. 4.**
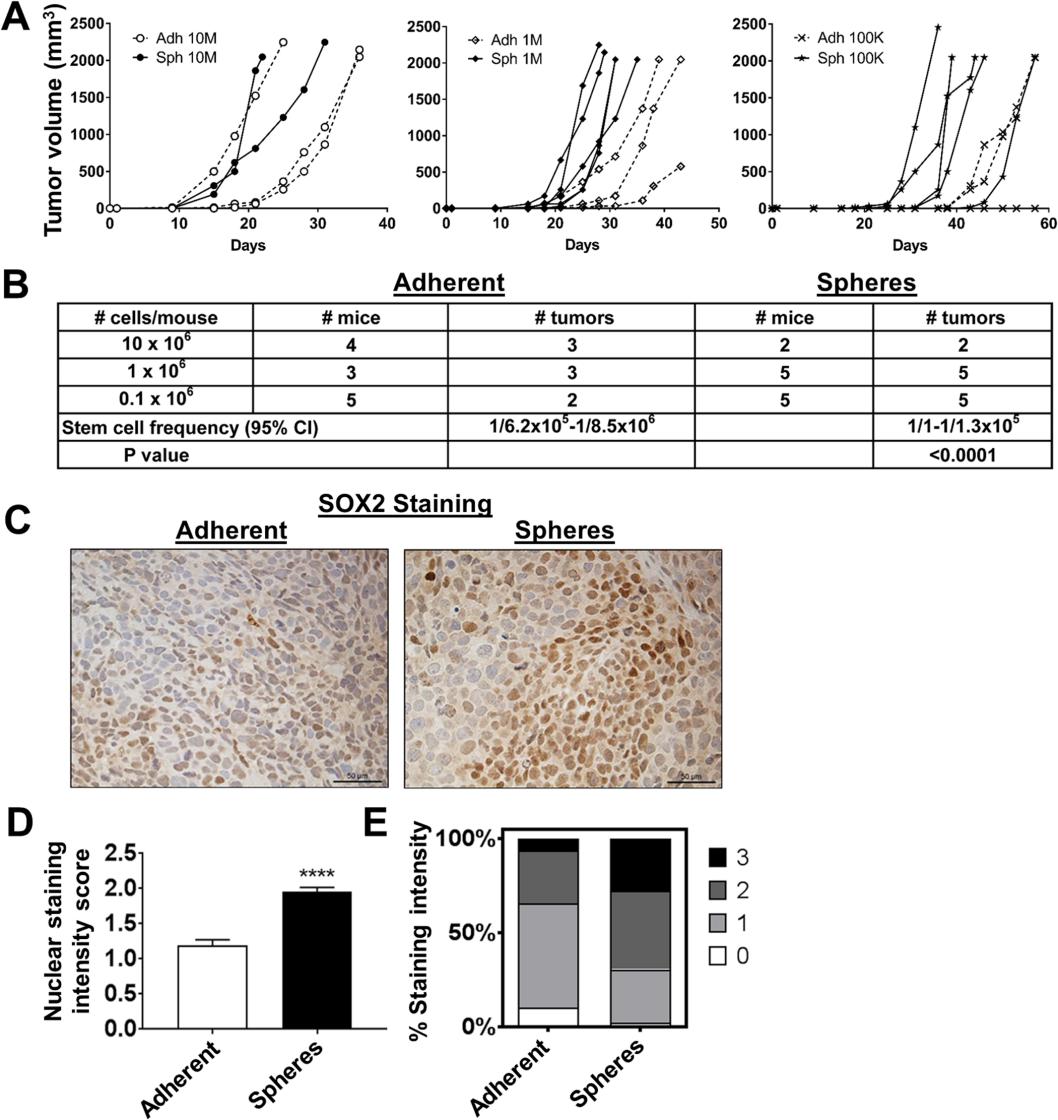
**FP-RMS spheres exhibit increased tumorigenicity *in vivo.*** (A) Tumor volume over time of mice injected subcutaneously with 10×10^6^ (left), 1 x10^6^ (middle), or 1×10^5^ (right) Rh30 adherent or sphere cells. (B) The number of tumors per group is shown, with spheres having a higher penetrance. ELDA software was used to calculate the stem cell frequency. (C) Representative images of SOX2 IHC in the adherent and sphere tumors, which scored 1 and 2, respectively on IHC scoring. (D) Quantitation of SOX2 IHC staining. (E) Distribution of nuclear staining scores between adherent and sphere tumors. 0, negative (no brown staining); 1, weak staining; 2, moderate staining; 3, strong staining. ****P<0.0001.

To assess whether the *in vitro* stemness enrichment was maintained *in vivo* after tumor formation, we evaluated the harvested tumors for SOX2 protein expression using IHC. Compared to the tumors from the adherent group, the tumors from the sphere group showed increased nuclear SOX2 protein staining **(**Fig. 4C–E). Using qRT-PCR, we analyzed mRNA expression of stem cell markers *SOX2, POU5F1,* and *NANOG* within the tumors. Interestingly, the tumors arising from the sphere group were not different from tumors arising from the adherent group in mRNA expression of any of the stem cell genes (Fig. S2A–C), nor in the Notch target genes *HES1* and *HEY1* (Fig. S2D,E). We do not know the reason for this, but posit that rhabdosphere conditions promote tumor development through an enrichment in stemness, and once tumors are established, there is no longer a need for active transcription of these stem cell genes. In summary, culturing of FP-RMS cells as spheres increases their tumorigenicity and expression of SOX2 at the protein, but not transcript, level.

### FP-RMS spheres exhibit resistance to chemotherapy

Cancer stem cells are thought to be the chemoresistant subpopulation within a tumor. In other cancers including FN-RMS, sphere culturing *in vitro* results in increased chemoresistance (Walter et al., 2011; Li et al., 2008; Xia et al., 2014). In line with this, we evaluated whether FP-RMS spheres exhibit resistance to vincristine (VCR), an anti-microtubule agent that is part of the backbone of RMS chemotherapy (Arndt et al., 2009), compared to cells grown as a monolayer. Rh30 adherent cells versus spheres were treated with DMSO or increasing concentrations of VCR (0.1–100 nM), plated into a colony formation assay, and stained with Crystal violet. While the adherent cells were sensitive to VCR even at low concentrations, as demonstrated by fewer colonies, the spheres were more resistant to VCR as demonstrated by the increased number of colonies even at very high concentrations of VCR (Fig. 5A). Quantitation of the area of Crystal violet staining similarly demonstrated that the spheres were more resistant to chemotherapy than the monolayers (Fig. 5B).

**Fig. 5.**
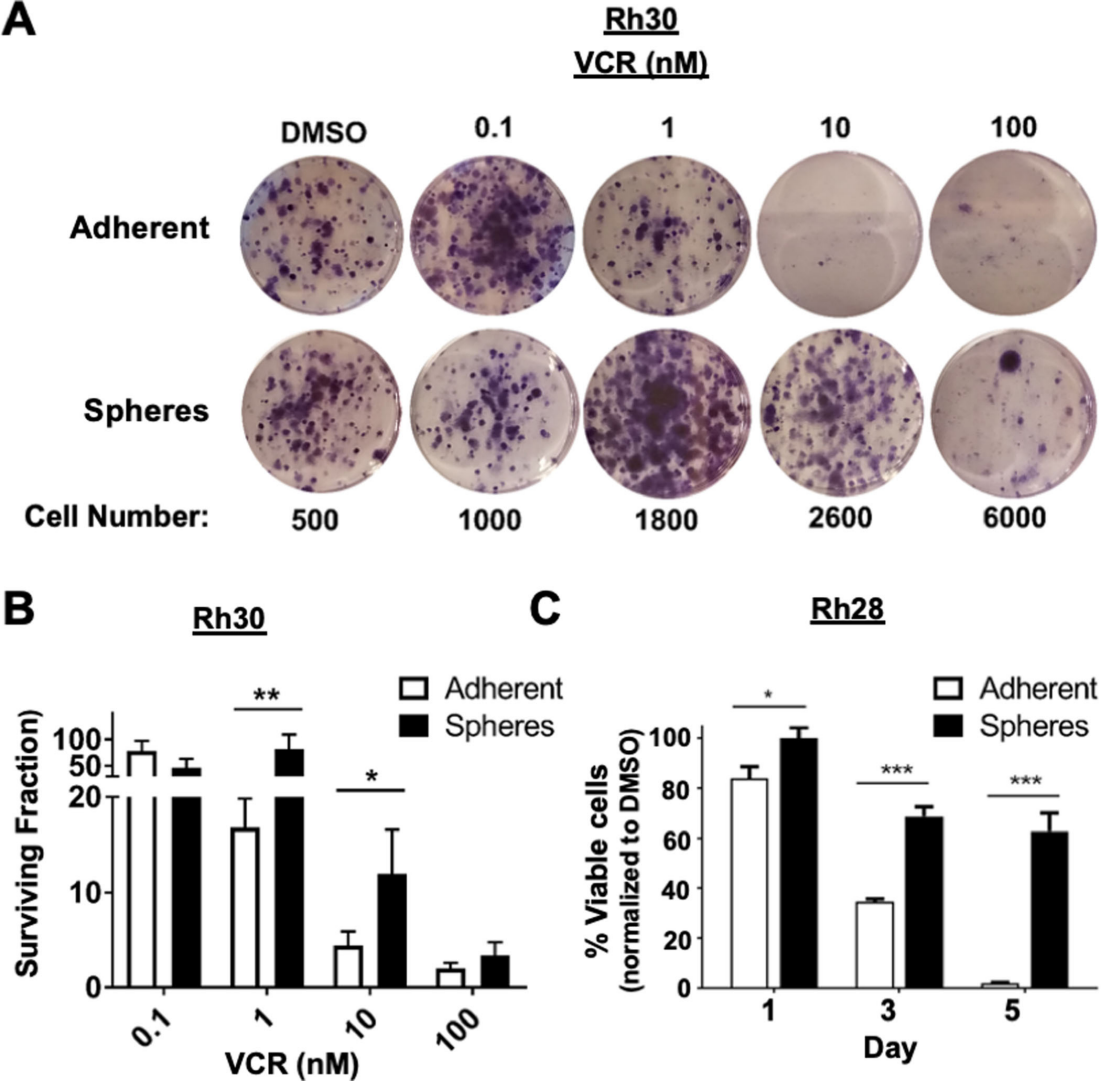
**FP-RMS spheres have increased chemoresistance.** (A) Representative images of Crystal violet staining of Rh30 cells after treatment with VCR. The cell number plated is shown below as ‘Cell Number’. (B) Quantitation of Crystal violet staining normalized to DMSO control. (C) Percent of viable Rh28 cells after VCR treatment over 5 days. *P<0.05; **P<0.01; ***P<0.001.

Quantification of the chemoresistance of Rh28 spheres was more challenging. Rh28 cells do not grow well under sparsely plated conditions, which is the condition that is the basis of the colony formation assay. However, at the end of the colony formation assay, while all the adherent cells died at 10 nM and 100 nM VCR, we observed the emergence of a few resistant clones in the Rh28 spheres (dark cells representing the dead, floating cells; bright cells representing surviving clones) (Fig. S3). Images were taken using light microscopy prior to Crystal violet staining. Since there were only a few colonies in the sphere conditions, and no live cells remained in the adherent conditions, it was difficult to discern Crystal violet colonies above background staining. To further investigate the chemoresistance of Rh28 spheres, we analyzed cell viability over time by Trypan blue cell counting after VCR treatment (Fig. 5C). While the cell viability of the adherent cells decreased over 5 days following VCR treatment, more than 60% of the Rh28 cells cultured as spheres remained viable at day 5. Overall, these data suggest the FP-RMS spheres exhibit chemoresistance and therefore would be a useful system to study chemoresistance and to test novel agents that target RMS cancer stem cells. Since stemness is associated with slower proliferation (Kleffel and Schatton, 2013), it is possible that FP-RMS cells grown as spheres were chemoresistant due in part to this, but a recent study in leukemia showed that VCR induces toxicity even in interphase (Kothari et al., 2016), suggesting that the chemoresistance demonstrated by stem cells is multifactorial. Further studies are needed to parse out the mechanisms of chemoresistance in FP-RMS cells grown as spheres.

### Gene expression profile of FP-RMS spheres

To gain further insight into the consequences of culturing FP-RMS cells as rhabdospheres versus other systems, we performed microarray analysis of RNA isolated from Rh30 cells grown as adherent monolayers, rhabdospheres, or orthotopic xenografts (established from adherent cultures) in biological triplicate. 

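The arrays measured RNA from Rh30, a human FP-RMS cell line that expresses the PAX3-FOXO1 fusion gene, in 3 groups of 3 biological replicates, 9 arrays in all. Adherent cells were grown in RPMI medium with 10% FBS. Spheres were collected after 48 h in Neurobasal media to which insulin (50 µg/ml), EGF (40 ng/ml), bFGF (80 ng/ml) and B27 (1X) had been added. For the xenografts, the paper's methods describe 1000000 adherent cells in PBS injected into the left gastrocnemius of SCID/beige mice, while the labels of the samples describe a subcutaneous flank injection in Matrigel of cells from adherent cultures or from spheres. The xenografts are treated here as the paper describes them. The authors normalized the arrays together by RMA, which corrects for background, brings the distributions of the arrays together and summarises the probes of each probe set as 1 log2 value. The RMA software and its version are not named in the paper's text. The values used here are these log2 values, before the zero-transformation to the adherent mean that the methods describe, a step that leaves differences between groups as they are. The median of an array lay between 4.78 and 4.88. The distributions still differed in shape. Upper quartiles were 6.89 to 6.90 on xenograft arrays and 7.02 to 7.06 on adherent arrays, and lower quartiles 3.36 to 3.39 and 3.26 to 3.31. Arrays of 1 group correlated at r = 0.990 to 0.998 across probe sets. After 62 control probe sets were set aside, 54613 probe sets were fitted with limma on all 9 arrays, and p-values were adjusted by the Benjamini-Hochberg method over all of them with a threshold of 0.05. The paper's text names tests for the study as a whole without saying which served the arrays, and its filtering criteria for the heat maps are not spelled out. A gene was represented by its brightest probe set among those assigned to that gene alone, which gave 19775 genes. The median log2 difference over these genes was -0.04 for spheres and 0.08 for xenografts against adherent cells, and 0.13 for xenografts against spheres, so changes between the latter groups are to be read against that shift. The probes are human, so mouse RNA from host cells would be seen only through cross-hybridisation. The number of arrays limits the precision of every value.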

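In spheres, genes of DNA replication and cell division were lower as lists than in adherent cells, and the lists of the stress and hypoxia responses were higher. Among these lists, DNA replication alone kept its call with an estimated correlation between genes. All 24 measured genes of DNA replication fell (24 when adjusted over the list alone), with a median log2 change of -1.34. Among them, CDT1 and CDC6, which load the replicative helicase onto DNA, were at 0.266 and 0.286 times the adherent level (log2 change -1.91, SE 0.10, and -1.80, SE 0.12, n = 3 arrays per group). Of 26 genes of cell division, 22 fell and 0 rose (22 lower when adjusted over the list alone), with a median of -0.75. Of 23 genes of the integrated stress and unfolded protein response, 17 rose and 1 fell (18 and 1 when adjusted over the list alone), with a median of 1.33. TRIB3 and DDIT3, which are induced by ATF4, rose 9.04-fold and 8.04-fold (SE of log2 0.15 and 0.17). Of 28 hypoxia response genes, 19 rose and 2 fell (19 and 3 over the list alone), and VEGFA, which encodes the angiogenic factor VEGF-A, rose 6.22-fold (log2 change 2.64, SE 0.14). Of 23 early response genes of growth factor signaling through ERK, 12 rose and 3 fell (13 and 3 adjusted over the list alone), with EGR1 up 5.85-fold and DUSP6, a phosphatase that inactivates ERK, up 2.20-fold. Cholesterol synthesis genes fell in 13 of 19 cases with 0 rising (14 lower adjusted over the list alone), among them ACAT2 (log2 change -1.91, SE 0.08) and DHCR7 (-1.60, SE 0.12). Of 12 genes of fatty acid synthesis, 5 fell and 1 rose (6 and 1 adjusted over the list alone), with FASN, the fatty acid synthase, at 0.449 times the adherent level. Of 18 PAX3-FOXO1 target genes, 8 fell and 0 rose (8 lower adjusted over the list alone), with ALK, a receptor tyrosine kinase, at 0.372 times the adherent level. Muscle differentiation genes fell in 11 of 27 cases with 1 rising (13 and 1 adjusted over the list alone), with MYOG, the transcription factor myogenin, at 0.531 times. YAP/TAZ target genes fell in 10 of 22 cases with 1 rising (10 and 2 over the list alone), with AJUBA at 0.237 times. These 10 of 23 gene lists passed camera, a test of a list against all other genes, at adjusted p-values from 6.42e-20 for DNA replication to 0.0185 for YAP/TAZ targets and fatty acid synthesis. With an estimated correlation between genes, DNA replication kept its call (adjusted p = 0.0292 with an estimated correlation). The others did not, at adjusted p = 0.0738 for cell division, 0.0796 for the stress, ERK, cholesterol and PAX3-FOXO1 lists, 0.103 for fatty acid synthesis, 0.198 for muscle differentiation, 0.226 for hypoxia and 0.340 for YAP/TAZ targets with an estimated correlation. The YAP/TAZ list also lost its call without sphere replicate 1 and among brighter probe sets alone (adjusted p = 0.0813 in both), and with the mean of all probe sets of a gene (0.0522), as did fatty acid synthesis (0.0615). Over all genes, 5887 changed in spheres, 2671 higher and 3216 lower (2365 and 3631 with each array centred on its median), but 606 higher and 543 lower among changes of at least 2-fold, and 7278 higher and 6907 lower over all probe sets. The 3 arrays of each group did not overlap for 47.7% of genes, where chance gives 10%. The largest rises were those of CSTA, a cysteine protease inhibitor (60.8-fold, log2 change 5.93, SE 0.17), KLHDC7B, a kelch domain protein gene (23.7-fold), GDF15, a stress-induced cytokine (15.3-fold), ARRDC3, of the arrestin family, and SLC30A1, a zinc exporter (both 12.6-fold), and SH3BGR, an SH3-binding protein gene (12.4-fold). Among the largest falls were those of CLSTN2, a calsyntenin (0.0805 times the adherent level, log2 change -3.64, SE 0.15), GREM1, a BMP antagonist (0.0949 times), LEFTY1, a Nodal inhibitor (0.148 times), KRT80, a keratin (0.158 times), and CAPN6, of the calpain family (0.166 times). The difference between the 3′ and the 5′ control probe sets of ACTB, a sign of RNA quality, was 3.20 ± 0.09 log2 (SD, n = 3) in spheres and 2.39 ± 0.30 in adherent cells (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow), while that of GAPDH was 0.62 ± 0.05 and 0.54 ± 0.13 (exact permutation p = 0.5).

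**Figure D1:**
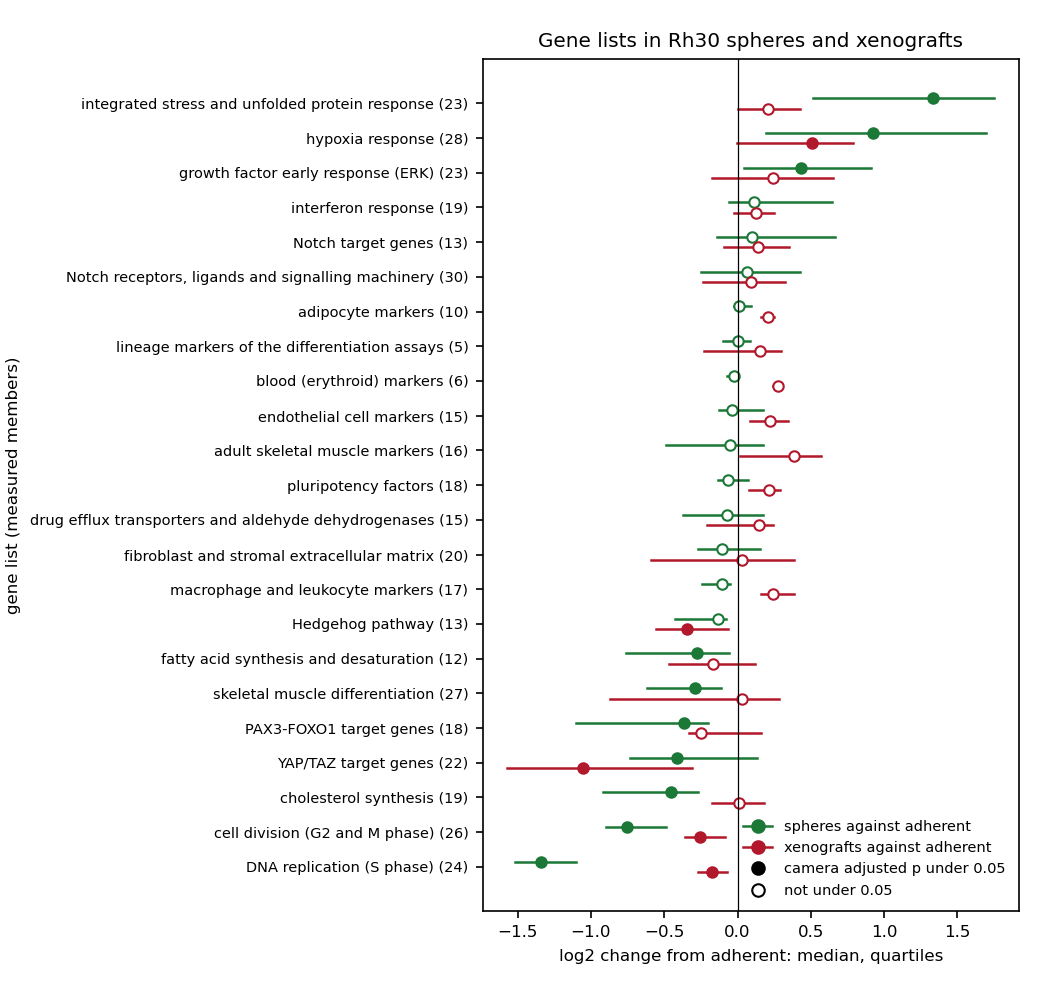
Median log2 change against adherent cells (point) and quartiles (bar) over the measured members of each of the 23 gene lists, for spheres and for xenografts (3 arrays per group), with filled points for lists that passed camera at an adjusted p under 0.05. In spheres DNA replication has the lowest median, -1.34, and the integrated stress and unfolded protein response the highest, 1.33.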

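In xenografts, YAP/TAZ target genes and Hedgehog pathway genes were lower as lists than in adherent cells, and the hypoxia response list was higher. None of these lists kept its call with an estimated correlation between genes. Not all members changed: 7 of 13 Hedgehog genes and 10 of 28 hypoxia genes did not pass the threshold. Of 22 YAP/TAZ target genes, 16 fell and 1 rose (16 and 1 when adjusted over the list alone), with a median log2 change of -1.05. AXL, a receptor tyrosine kinase, was at 0.0308 times the adherent level (log2 change -5.02, SE 0.09, n = 3 arrays per group), and CCN2, a matricellular protein gene, at 0.262 times (SE of log2 0.31). Of 28 hypoxia response genes, 14 rose and 4 fell (15 and 4 over the list alone), with BNIP3, a mitophagy receptor, up 4.08-fold (log2 change 2.03, SE 0.12). Of 13 Hedgehog pathway genes, 6 fell and 0 rose (6 lower over the list alone), with the coreceptors CDON and BOC at 0.516 and 0.554 times the adherent level. Cell division genes fell in 8 of 26 cases with 0 rising (15 lower adjusted over the list alone), and DNA replication genes fell in 4 of 24 with 0 rising (4 lower over the list alone), with RRM1, a subunit of ribonucleotide reductase, at 0.738 times. These 5 lists passed camera at adjusted p = 2.99e-10 for YAP/TAZ targets, 1.22e-04 for cell division, 0.00616 for Hedgehog and for hypoxia, and 0.0106 for DNA replication. None held with an estimated correlation between genes, at adjusted p = 0.124, 0.298, 0.251, 0.514 and 0.336 with an estimated correlation, in that order. DNA replication also lost its call under quantile normalization (adjusted p = 0.160) and among brighter probe sets alone (0.149). Across bands of probe sets ordered by brightness, the median change in xenografts ran from 0.14 in a dim band to -0.13 in a bright band. Random lists of the same brightness were not drawn for the xenograft lists. The medians of DNA replication (-0.17) and cell division (-0.25) were therefore not tested against this shift. Other lists did not pass against adherent cells. Muscle differentiation genes rose in 4 of 27 cases and fell in 10 (4 and 10 over the list alone), with a median of 0.03, a mean of -0.24 and a test toward lower values (adjusted p = 0.0548). It passed without adherent replicate 2 (0.0358), xenograft replicate 2 (0.0251) or xenograft replicate 3 (0.0275), and its values in the 5 alternatives that call it ran from 0.0251 to 0.0493. Within that list, ACTA1, skeletal muscle actin, rose 9.34-fold (log2 change 3.22, SE 0.16) and TNNI1, slow muscle troponin I, fell to 0.0911 times. Beside ACTA1, of 16 adult skeletal muscle markers 6 rose and 2 fell (8 and 2 over the list alone; adjusted p = 0.0759, and 0.0185 without xenograft replicate 1), with MYH4, a fast myosin, up 5.28-fold, in tumors that the paper describes as grown in muscle. Of 23 genes of the integrated stress and unfolded protein response, 6 rose and 1 fell (6 and 1 over the list alone; adjusted p = 0.140, and 0.0291 without xenograft replicate 1), with DDIT4, an inhibitor of mTORC1 signaling, up 3.62-fold. Of 18 PAX3-FOXO1 target genes, 2 rose and 5 fell (3 and 6 over the list alone; adjusted p = 0.0900, and 0.0349 without xenograft replicate 1). Of 23 ERK early response genes, 9 rose and 3 fell (10 and 3 over the list alone; adjusted p = 0.281). Cholesterol synthesis had 2 of 19 genes higher and 2 lower (3 and 2 over the list alone; adjusted p = 0.742), with a median of 0.01 and a mean of -0.01. Fatty acid synthesis had 2 of 12 higher and 4 lower (2 and 6 over the list alone; adjusted p = 0.126). Over all genes, 5329 changed in xenografts, 2500 higher and 2829 lower. The balance turns with the scaling, at 3015 higher and 2111 lower with quantile normalization and 1836 and 3252 with each array centred on its median. Among changes of at least 2-fold, 158 were higher and 491 lower. Arrays of the groups did not overlap for 43.9% of genes, where chance gives 10%. The largest rises were those of SLC30A1 (15.0-fold), CLEC11A, a secreted growth factor (11.8-fold), ACTA1, TPD52, the tumor protein D52 gene (8.04-fold), LUM, which encodes the matrix protein lumican (7.05-fold, log2 change 2.82, SE 0.41), and DRC9, of the dynein regulatory complex of cilia (6.96-fold). The largest falls were those of MAMDC2, a secreted MAM domain protein gene (0.0287 times the adherent level), AXL, NNMT, nicotinamide N-methyltransferase (0.0366 times), ANXA3, an annexin (0.0439 times), PKIB, an inhibitor of protein kinase A (0.0575 times), and F2RL2, a protease-activated receptor (0.0633 times). Without adherent replicate 2 the count of changed genes was 3423. The added poly-A control RNAs were brighter on the xenograft arrays, at 8.18 ± 0.41 log2 (SD, n = 3) against 7.48 ± 0.19 on the adherent arrays (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow).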

When compared to FP-RMS cells cultured adherently, FP-RMS cells cultured *in vitro* as spheres or grown *in vivo* as xenografts demonstrate enrichment in stem cell genes (*SOX2*, *POU5F1* and *NANOG*) (Fig. 6A). 

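SOX2, a transcription factor that maintains pluripotency, was higher in spheres at 2 of its 4 probe sets. At the brightest, the log2 value was 7.29 ± 0.16 (SD, n = 3) in adherent cells, 8.35 ± 0.37 in spheres and 7.57 ± 0.04 in xenografts. This is a 2.08-fold rise in spheres (log2 change 1.06, SE 0.16, adjusted p = 3.69e-04 from limma) and 1.21-fold in xenografts, which did not pass the test (log2 change 0.28, 95% confidence interval -0.07 to 0.62, adjusted p = 0.231). NANOG, another pluripotency factor, rose in xenografts at the dimmer of its 2 probe sets (log2 change 0.62, SE 0.13, adjusted p = 0.00581). This probe set was not tested against background, so the size of the rise is uncertain. POU5F1, the gene of OCT4, is measured by 1 probe set that it shares with POU5F1B and related pseudogenes, and this probe set did not pass in spheres (log2 change -0.08, SE 0.15, adjusted p = 0.795) or in xenografts (0.25, adjusted p = 0.246). The probe set assigned to POU5F1B alone gave -0.08 in spheres (adjusted p = 0.636) and 0.28 in xenografts (adjusted p = 0.0719). SOX2 also rose in spheres at its second brightest probe set, by 1.91-fold (log2 change 0.94, SE 0.23, adjusted p = 0.0103), and its remaining probe sets each had a log2 change of 0.01. In xenografts the SOX2 probe sets had log2 changes of 0.14 to 0.28, with adjusted p-values from 0.216 to 0.566. NANOG in spheres had log2 changes of 0.19 at the dimmer probe set (adjusted p = 0.374) and 0.08 at the brighter (adjusted p = 0.778), and in xenografts 0.18 at the brighter (adjusted p = 0.397). Of the 8 probe sets of these genes, 2 were higher in spheres and 1 in xenografts, and 0 were lower in either group (the same counts adjusted over the list alone; the study reports these genes from the same arrays, so the latter are not independent evidence). All 8 had positive log2 changes in xenografts, with a median of 0.26. POU5F1, whose only probe set is shared, is not counted in the list of pluripotency factors. Among the 18 measured, 4 rose and 2 fell in spheres (4 and 2 adjusted over the list alone). Beside SOX2, those that rose were KLF4 (3.12-fold, log2 change 1.64, SE 0.12), KLF2 (2.96-fold) and MYC (2.24-fold). MYC is also a member of the lists of Notch target genes and ERK early response genes. The pluripotency list had a median log2 change of -0.06, a mean of 0.15 and a camera adjusted p = 0.659. In xenografts 3 rose and 2 fell (4 and 2 adjusted over the list alone), with DPPA4 up 1.39-fold and LIN28B, an RNA-binding protein that blocks let-7 maturation, down to 0.496 times the adherent level (median 0.21, camera adjusted p = 0.478). The NANOG probe set that rose is dim, at 2.61 ± 0.14 log2 in adherent cells and 3.23 ± 0.26 in xenografts, and probe sets of like brightness had a median log2 change of 0.10 in xenografts. The call of the second brightest SOX2 probe set in spheres was lost without sphere replicate 2 (adjusted p = 0.0507) and with the methods' t-test (adjusted p = 0.0649, and 0.00143 to 0.0649 over 16 alternatives), and that of NANOG in xenografts with the methods' t-test (adjusted p = 0.110, and 0.00104 to 0.110 over 15 alternatives).

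**Figure D2:**
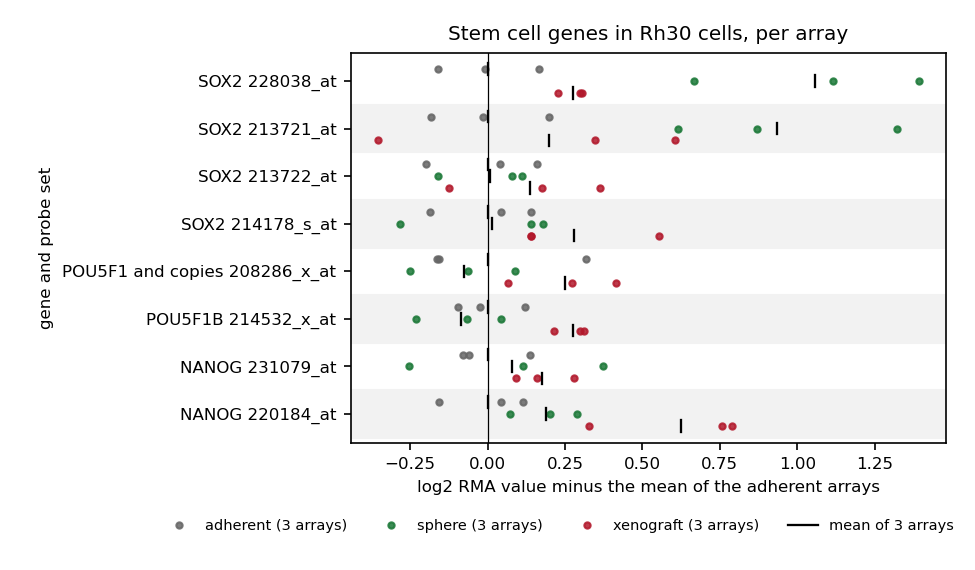
Log2 RMA value of each array minus the mean of the adherent arrays, for each probe set of SOX2, POU5F1, POU5F1B and NANOG (points are arrays, 3 per group, and vertical marks are group means). At the brightest SOX2 probe set the spheres average 1.06 and the xenografts 0.28.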

FP-RMS cells cultured *in vitro* as spheres or grown *in vivo* as xenografts also demonstrated enrichment in Notch signaling components [*HEY1*, *HES1*, jagged 1 (*JAG1*) and recombination signal binding protein for immunoglobulin kappa J region (*RBPJ*)], as well as a modest increase in *NOTCH3* and *NOTCH4* (Fig. 6B). These data are similar to our qRT-PCR data and further suggest that the FP-RMS rhabdosphere system can recapitulate the stem cell and Notch gene expression profiles of FP-RMS tumors.

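HEY1 and HES1, transcriptional repressors induced by Notch, were higher in both spheres and xenografts. HEY1 rose 3.04-fold in spheres (brighter of 2 probe sets, log2 change 1.60, SE 0.22, n = 3 arrays per group, adjusted p = 1.72e-04 from limma) and 1.78-fold in xenografts (0.83, SE 0.22, adjusted p = 0.0169). HES1 rose 1.58-fold in spheres (brightest of 3 probe sets, log2 change 0.66, SE 0.13, adjusted p = 0.00276) and 3.25-fold in xenografts (1.70, SE 0.13, adjusted p = 8.15e-06). RBPJ, the DNA-binding partner of the Notch intracellular domain, rose 3.49-fold in spheres at the dimmest of its 3 probe sets (log2 change 1.80, SE 0.22, adjusted p = 8.94e-05). JAG1, a Notch ligand, rose 1.57-fold in spheres at the brightest of its 6 probe sets (log2 change 0.65, SE 0.19, adjusted p = 0.0264). The other RBPJ probe sets, which are far brighter than the one that rose (11.12 and 10.10 against 4.59 log2 in adherent cells), had log2 changes of 0.17 (adjusted p = 0.222) and -0.07 (adjusted p = 0.843) in spheres. In xenografts the RBPJ probe sets had changes of -0.42 to 0.01 and did not pass. JAG1 did not pass in xenografts at any of its probe sets, with changes of 0.08 to 0.51, and at the brightest the adjusted p was 0.0802. NOTCH3 did not pass at either probe set. Its log2 changes at the brighter were 0.11 in spheres (adjusted p = 0.735) and 0.27 in xenografts (adjusted p = 0.278). NOTCH4 at its brighter probe set had a change of -0.28 in spheres (adjusted p = 0.112) and rose 1.30-fold in xenografts (0.38, SE 0.12, adjusted p = 0.0361), while at the dimmer the changes were 0.07 and 0.28. Other receptors moved apart. NOTCH1 at its brighter probe set fell in spheres to 0.184 times the adherent level (log2 change -2.44, SE 0.11, adjusted p = 9.18e-08) and rose 1.49-fold in xenografts (adjusted p = 0.00326), while the dimmer had changes of -0.01 and 0.34. NOTCH2 fell in xenografts at all 5 of its probe sets, to between 0.596 and 0.730 times the adherent level, and 1 of these, shared with the NOTCH2NL genes, rose 1.30-fold in spheres (adjusted p = 0.0439). HEYL, a relative of HEY1, fell in spheres to 0.477 times at its brighter probe set (adjusted p = 5.11e-05), and DLL1, another ligand, rose 1.22-fold at its brighter probe set (adjusted p = 0.0297). The dimmer HEY1 probe set rose in both groups (1.39 and 0.60 log2), the HES1 probe set of middle brightness passed in xenografts alone (1.33, against 0.29 in spheres with adjusted p = 0.177), and the dimmest HES1 probe set passed in neither (-0.24 and -0.04). Of the 29 probe sets of these 10 genes of the heat map, 7 were higher and 2 lower in spheres, and 6 were higher and 5 lower in xenografts (7 and 2, and 9 and 7, adjusted over the list alone; the study reports these genes from the same arrays, so the latter are not independent evidence). Among 30 measured Notch receptors, ligands and signaling genes, 10 rose and 7 fell in spheres and 5 rose and 7 fell in xenografts (10 and 7, and 8 and 9, adjusted over the list alone). NUMB, a Notch inhibitor, rose 2.30-fold in spheres and MAML2, a coactivator, fell to 0.236 times in xenografts. Median changes were 0.07 and 0.09, means -0.01 and -0.04, and camera adjusted p = 0.605 and 0.551. Of 13 Notch target genes, 5 rose and 3 fell in spheres and 4 rose and 2 fell in xenografts (the same counts adjusted over the list alone), with camera adjusted p = 0.293 and 0.669. CDKN1A, a target that encodes the cell cycle inhibitor p21, fell to 0.245 times in xenografts. In xenografts the brighter HEY1 probe set lost its call without adherent replicate 1 or 2 or xenograft replicate 1 or 3 (adjusted p = 0.0624, 0.0505, 0.0518 and 0.0628, and 4.01e-04 to 0.190 over 15 alternatives). The dimmer HEY1 probe set and NOTCH4 lost theirs in 11 of 16 alternatives each, among them those without any 1 of the adherent replicates and without xenograft replicate 1 or 3 (0.0728 to 0.135 for HEY1 and 0.0697 to 0.102 for NOTCH4, and over all alternatives 0.00587 to 0.209 and 0.0114 to 0.155). In spheres JAG1 lost its call without adherent replicate 1 or 3 or sphere replicate 2 or 3 (0.0903, 0.0783, 0.0930 and 0.103) and with the methods' t-test after adjustment (0.0521, and 9.43e-04 to 0.103 over 15 alternatives). DLL1 lost its call in 7 of 15 alternatives, among them those without any 1 of the adherent replicates and without sphere replicate 2 or 3 (0.0513 to 0.104, and 0.00440 to 0.104 over all). The shared NOTCH2 probe set lost its call in spheres without any 1 array of either group (0.0541 to 0.162) and in xenografts without adherent replicate 1 or 3 or xenograft replicate 1 or 3 (0.0540 to 0.0769, and 0.00366 to 0.152 over 15 alternatives). With the methods' t-test after adjustment, the brighter NOTCH1 probe set (0.0673, and 7.65e-04 to 0.0673 over 16 alternatives) and 3 of the NOTCH2 probe sets assigned to that gene alone (0.0509, 0.0829 and 0.153) also lost their calls in xenografts.

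**Figure D3:**
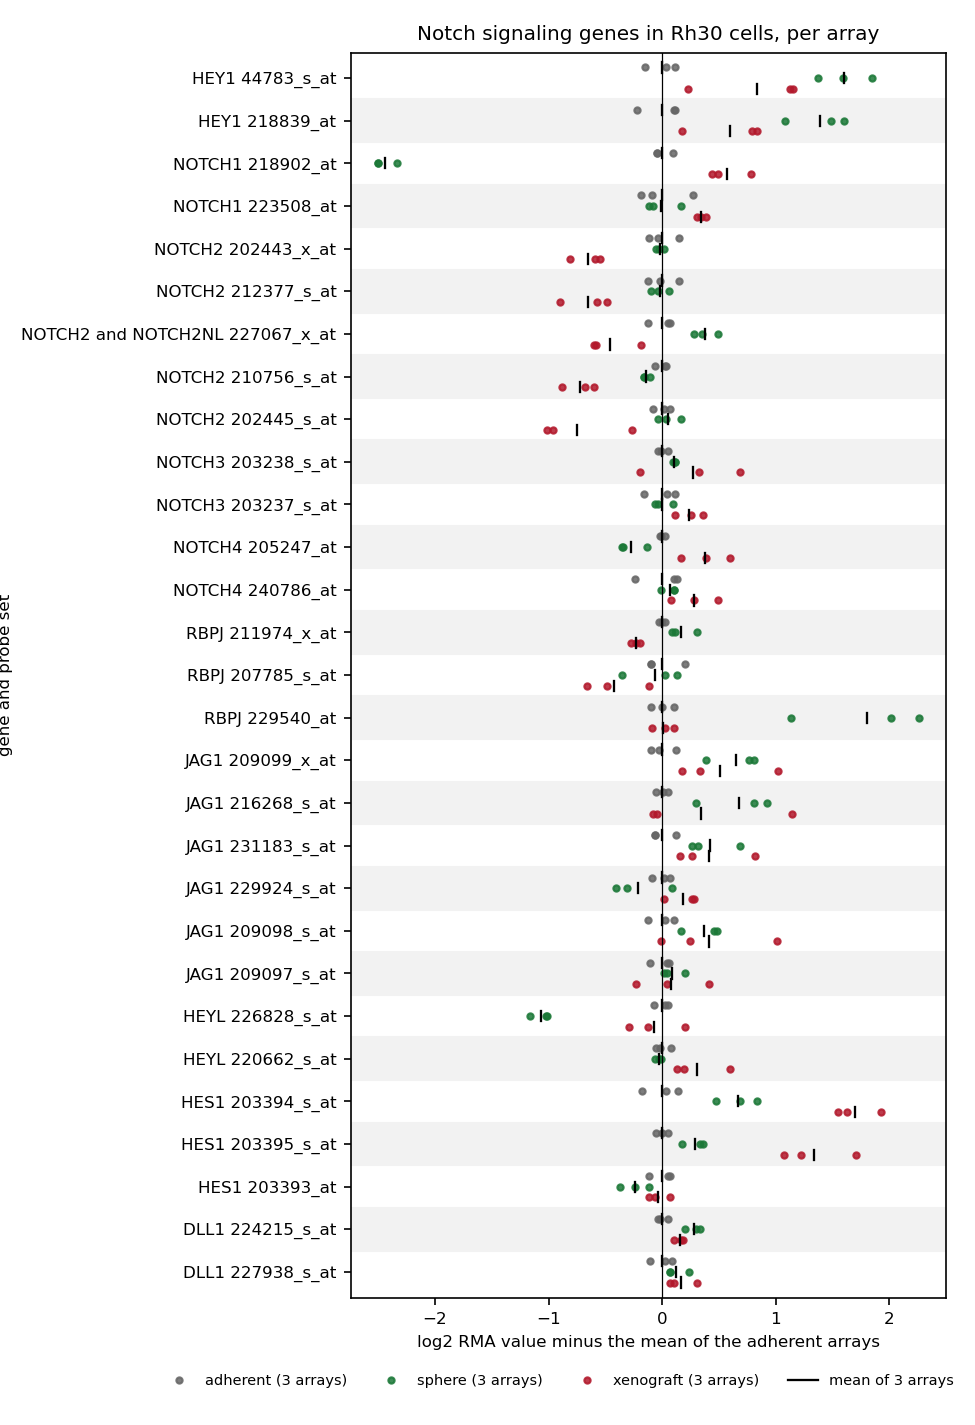
Log2 RMA value of each array minus the mean of the adherent arrays, for each probe set of 10 Notch signaling genes (points are arrays, 3 per group, and vertical marks are group means). The brighter HEY1 probe set averages 1.60 in spheres and 0.83 in xenografts, and the brighter NOTCH1 probe set averages -2.44 and 0.57.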

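Spheres and xenografts were each compared with the same adherent arrays, which alone moves their changes toward the same direction. Of 2448 genes that changed in both, 1765 changed in the same direction (72.1%), 631 higher in both and 1134 lower in both, and 683 changed in opposite directions. Over all genes, called or not, 52.4% had changes of the same sign, where simulated unchanged groups with shared controls gave 65.8% to 67.7%. In the simulation, noise alone sets this share. Where many genes change, as here, that range is no baseline for the observed share. No share was simulated for the genes called in both. Independent lists would give 797.8 genes in the same direction and 788.7 in opposite directions, against 1765 and 683. That reference leaves out the shared controls, so it cannot show how much of the 72.1% is due to them. Tested directly, xenografts differed from spheres in 8705 of 19775 genes, 5077 higher and 3628 lower in xenografts, but 534 higher and 964 lower among changes of at least 2-fold, with groups not overlapping for 52.8% of genes, where chance gives 10%. Among the genes of the heat maps, SOX2 (log2 difference -0.78, SE 0.16, adjusted p = 0.00235) and HEY1 (-0.77, SE 0.22, adjusted p = 0.0153) were lower in xenografts than in spheres, and HES1 (1.04, SE 0.13, adjusted p = 9.49e-05) and NOTCH1 (3.02, SE 0.11, adjusted p = 1.32e-08) were higher. JAG1 did not differ past the threshold at its brightest probe set (-0.14, 95% confidence interval -0.57 to 0.28, adjusted p = 0.572). Of 8 stem cell probe sets, 2 were higher and 2 lower in xenografts than in spheres, and of 29 Notch probe sets 8 were higher and 9 lower (the same counts adjusted over the list alone). Among the largest differences toward xenografts were those of ACTA1 (18.7-fold, log2 difference 4.22, SE 0.16), DRC9 (13.4-fold) and CLEC11A (12.4-fold). The largest toward spheres were those of CSTA (0.0182 times the sphere level), ANXA1, an annexin (0.0209 times), GDF15 (0.0376 times), and AXL (0.0406 times). All 24 measured genes of DNA replication were higher in xenografts than in spheres (24 adjusted over the list alone), with a median of 1.19 (camera adjusted p = 1.43e-12, and adjusted p = 0.0937 with an estimated correlation). Across genes, the log2 changes of spheres and of xenografts correlated at Pearson r = 0.21. Both changes are taken from the same adherent arrays. For 100 simulated pairs of unchanged groups set against shared controls, r lay between 0.478 and 0.514. Noise alone sets that r too, so it cannot show whether 0.21 is high or low. The covariance was 0.0450, above the simulated values of 0.00749 to 0.00840 (mean 0.00797). The changes thus went together more than shared controls alone gave in the simulation. Genes are not independent replicates. From the higher expression of stem cell and Notch genes in both systems and its likeness to the qRT-PCR data, the paper proposes that rhabdospheres can recapitulate the profiles of these genes in FP-RMS tumors.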

**Fig. 6.**
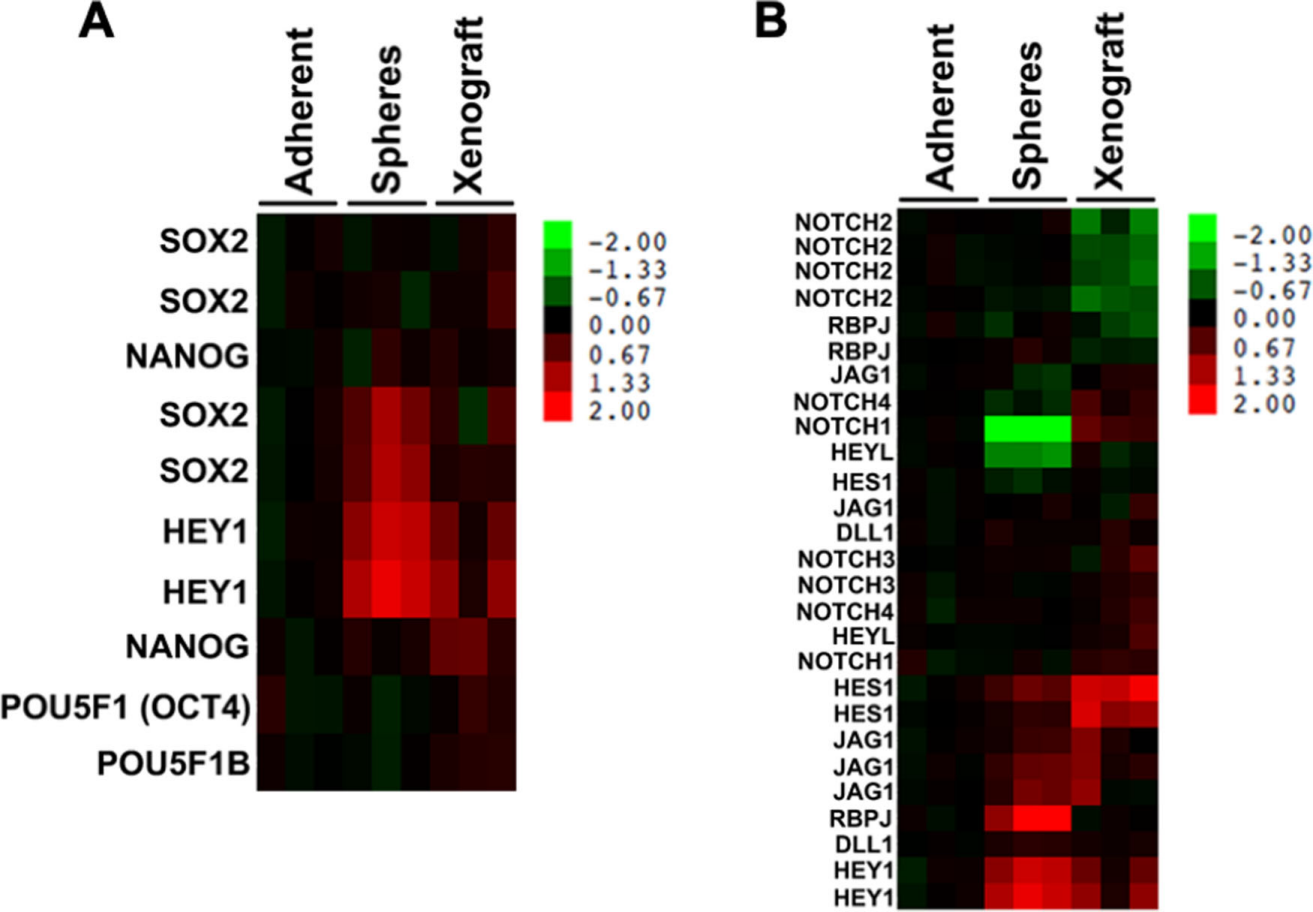
**FP-RMS spheres and xenografts show upregulation of stemness and Notch genes.** Microarray analysis of Rh30 cells grown in adherent, sphere, and orthotopic xenograft conditions reveals an upregulation of (A) stem cell genes and (B) Notch signaling in both the spheres and xenografts as compared to the adherent cells.

## DISCUSSION

Here we report a method for culturing human PAX3-FOXO1-positive (FP-RMS cells) as 3D rhabdospheres, and our use of this method to investigate the properties of FP-RMS when grown as spheres. We find that FP-RMS cells grown as spheres compared to monolayers exhibit higher expression of canonical stemness markers and Notch signaling components, and functionally demonstrate increased multipotency, enhanced ability to grow as xenografts, and increased chemoresistance. This is the first report describing the culture of PAX3-FOXO1-positive RMS cells as spheres along with enrichment of a CSC population.

The implications for this work are both technical and conceptual. Technically, this FP-RMS sphere protocol provides a tool with which to interrogate RMS biology, allowing for the study of genes that regulate FP-RMS stemness, including differences between FN-RMS and FP-RMS. Conceptually, this work demonstrates a limitation of conventional *in vitro* adherent monolayer cell culture methods for studying genes that may regulate CSC properties. In this regard, culturing FP-RMS as spheres may be required for the study of certain biological pathways. For example, culturing of FP-RMS cells *in vitro* as 3D spheres, but not adherent monolayers, enriched for canonical stem cell and Notch components also seen expressed in FP-RMS tumors *in vivo*. While we analyzed expression of Notch pathway components, other signaling pathways such as Hedgehog (Satheesha et al., 2016; Almazán-Moga et al., 2017) might also be important in FP-RMS stemness and could be studied using this method. Culturing FP-RMS cells as spheres may also support studies of signaling cross-talk and therapeutic resistance, as was done for the study of Notch and Hippo signaling in FN-RMS stemness (Slemmons et al., 2017).

As with any new experimental system, there remain unanswered questions. However, we imagine that this model will be helpful in addressing them. For example, why was *PROM1* (CD133) found upregulated in FN-RMS (Walter et al., 2011) but not in FP-RMS? It is possible that different signaling circuits support stemness and tumor initiation in different RMS subtypes, and potentially even CD133-negative cells, as found in some carcinomas (LaBarge and Bissell, 2008; Shmelkov et al., 2008). If so, this has therapeutic implications since CSC-directed treatments (e.g. anti-CD133 biologics) designed for one subtype may not be effective in the other. Second, why do different FP-RMS cell lines require different concentrations of growth supplements to form spheres? Again, we posit that different FP-RMS cell lines rely on unique cell growth circuits and thus have differential growth factor requirements. It is also possible that the supplements included in sphere media represent *in vitro* mimics of important circuits that contribute to stemness, pluripotency and tumorigenesis *in vivo*. It will be important in future experiments to compare the biology of FP-RMS cells grown as spheres in sphere media to monolayer cells grown in sphere media, rather than conventional culture conditions, to help elucidate the relative contributions of these growth factors. Last, why do different FP-RMS cell lines show different pluripotency capacity when grown as spheres? This may highlight the phenotypic heterogeneity of FP-RMS cells, which could be mirrored in FP-tumors. While these are only hypotheses, this defined sphere model system provides a controlled system in which to interrogate these variables.

In conclusion, we report the development of a method to culture FP-RMS cells as 3D rhabdospheres. This novel method facilitates study of stemness markers and signaling, multipotency, and chemoresistance in FP-RMS.

## MATERIALS AND METHODS

### Generation of cell lines and spheres

Human FP-RMS cell lines Rh28 and Rh30 were gifts from Tim Triche (Children's Hospital of Los Angeles, CA, USA) in 2005 and both express the *PAX3-FOXO1* fusion gene (Douglass et al., 1987; Hazelton et al., 1987). Cell line authentication was performed in July 2014 and September 2016 using STR analysis (Promega GenePrint 10) conducted by the Duke University DNA Analysis Facility. A protocol to culture Rh30 cells as spheres was developed, based on modifications to the published FN-RMS sphere protocol (Walter et al., 2011). In brief, Rh30 cells were cultured in Neurobasal media supplemented with 1X B27, 80 ng/ml bFGF, 40 ng/ml EGF, and 50 µg/ml insulin. A protocol to culture Rh28 spheres was then developed in which Rh30 sphere media was instead supplemented with 2X B27. Sphere experiments were performed in either six-well, 10 cm, or 25 ml ultra-low attachment plates or flasks (Corning). Spheres were passaged (split 1:2) approximately every 48–72 h once spheres were >2 mm and/or media became acidic. Spheres were manually dissociated by pipetting at each passaging. FP-RMS cells grown as spheres were compared to FP-RMS cells grown in conventional monolayer culture conditions (RPMI 1640 plus 10% FBS). Human skeletal muscle myoblasts (HSMM) were purchased from Lonza and cultured according to manufacturer's specifications using the SkBM-2 medium and bullet kit (Lonza).

### Quantitative real time PCR and Semi-quantitative PCR

PCR was performed as described (Crose et al., 2014). Primer sets are listed in Table S1.

### Differentiation assays

To assess pluripotency, FP-RMS cells were cultured for 48 h as adherent cells versus spheres, then plated as a monolayer in order to conduct differentiation assays. Myogenic differentiation and MF20 staining were performed as described (Linardic et al., 2007). The MF20 antibody recognizes all isoforms of myosin heavy chain in differentiated skeletal muscle and was deposited to the Developmental Studies Hybridoma Bank by D.A. Fischman. Positively and negatively stained cells were counted manually with the aid of cell-counting software (ImageJ, NIH). Four images were counted per condition. Adipogenic differentiation was performed as described (Walter et al., 2011), followed by Oil Red O staining (Thermo Fisher Scientific). Cells were scored on a scale of 0–3 by a blinded scorer, four images per condition. Neurogenic differentiation was performed by plating cells on six-well plates coated with 0.01% type I collagen followed by treatment with neurogenic conditioning medium (10 nM retinoic acid and 0.5% FBS in RPMI-1640). Media was changed every other day, cells were harvested at day 21, and qRT-PCR for neurogenic differentiation makers was performed. Osteogenic differentiation was performed by plating cells on six-well plates coated with 0.01% type I collagen followed by treatment with osteogenic conditioning medium (2% FBS, 5 mM β–glycerol phosphate and 50 µg/ml vitamin C in RPMI-1640). Half of the media was replaced every other day, cells were harvested at day 24 and expression of osteogenic differentiation markers was analyzed by qRT-PCR.

### Mouse xenograft studies

For the limiting dilution assays (Fig. 4), 10×10^6^, 1×10^6^, and 1×10^5^ Rh30 cells grown as adherent cultures or as spheres were resuspended in Matrigel (BD Biosciences), implanted subcutaneously into the flanks of immunodeficient SCID/*beige* mice as previously described (Crose et al., 2014; Belyea et al., 2011). Stem cell frequency was calculated using ELDA software (Hu and Smyth, 2009). For the microarray study (Fig. 6) and PCR analysis (Fig. 1B), 1×10^6^ Rh30 cells grown as adherent cultures were resuspended in sterile PBS and injected intramuscularly into the left gastrocnemius of SCID/*beige* mice. For both studies, mice were observed twice weekly for evidence of malaise, weight loss or inability to ambulate normally, and the limbs were measured with calipers. Tumor volume was calculated as [((width×length)/2)/3]/2. Mice were sacrificed upon reaching an Institutional Animal Care and Use Committee (IACUC)-defined maximum tumor burden, weight loss exceeding 15%, or loss of ambulatory ability. Animals that did not reach experimental end points 4 months after injection were euthanized at the end of study and necropsied. Tumors were preserved in RNAlater (Qiagen) for PCR or formalin-fixed for IHC. Both studies were approved by Duke University's IACUC.

### Drug studies

Vincristine (VCR) was obtained from Selleckchem and resuspended in DMSO at 10 mM. Rh30 cells grown as an adherent monolayer versus spheres were treated with varying concentrations of VCR for 48 h and then seeded into a colony formation assay in six-well plates. After 12 days, colonies were visualized with 1% Crystal violet staining. Rh28 cells (1×10^6^ cells/plate) grown as adherent cells or as spheres were directly treated with DMSO or 1 nM VCR and cell viability was analyzed by automated cell counting and Trypan blue staining at 1, 3, and 5 days, performed in triplicate.

### Microarray

RNA samples collected from adherent cells, spheres (after 48 h in culture), and orthotopic xenografts in biological triplicates were isolated using an RNeasy kit (Qiagen) according to the manufacturer's protocol. Affymetrix U133 Plus 2.0 arrays were used and performed by the Duke University Microarray Facility according to manufacturer's instruction. CEL files of all samples were normalized by RMA Robust Multi-Array algorithm, zero-transformed against the average expression levels of the same probe sets of the Rh30 adherent control, filtered by indicated criteria, clustered with Cluster 3.0, and displayed with TreeView as previously described (Crose et al., 2014; Chen et al., 2017). All the microarray data have been submitted into Gene Expression Omnibus (GEO) with accession number GSE119716.

### Immunohistochemistry

Paraffin-embedded formalin-fixed xenograft tumor samples were sectioned and stained. SOX2 immunohistochemistry (IHC; Cell Signaling Technology #3579, 1:100) was performed as described (Ren et al., 2016). The staining was scored on a scale of 0–3 by three blinded scorers: 0, negative (no brown staining); 1, weak staining; 2, moderate staining; 3, strong staining; similar to previous work (Zhou et al., 2015). Standards for each score are reported in (Slemmons et al., 2017). Four images were scored per tumor and averaged.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism (GraphPad). Unless otherwise noted, data is presented as the mean and SE. One-way ANOVA, two-way ANOVA, and unpaired *t*-test were used as appropriate. *P* values were considered significant at *P< 0.05; **P<0.01; ***P<0.001; and ****P<0.0001.

## Supplementary Material

Supplementary information

# Supplementary material for: A method to culture human alveolar rhabdomyosarcoma cell lines as rhabdospheres demonstrates an enrichment in stemness and Notch signaling
**Source:** Biol Open. 2021 Feb 9;10(2):bio050211. doi: 10.1242/bio.050211
**Supplement:** Supplementary information

## Supplementary Figure 1

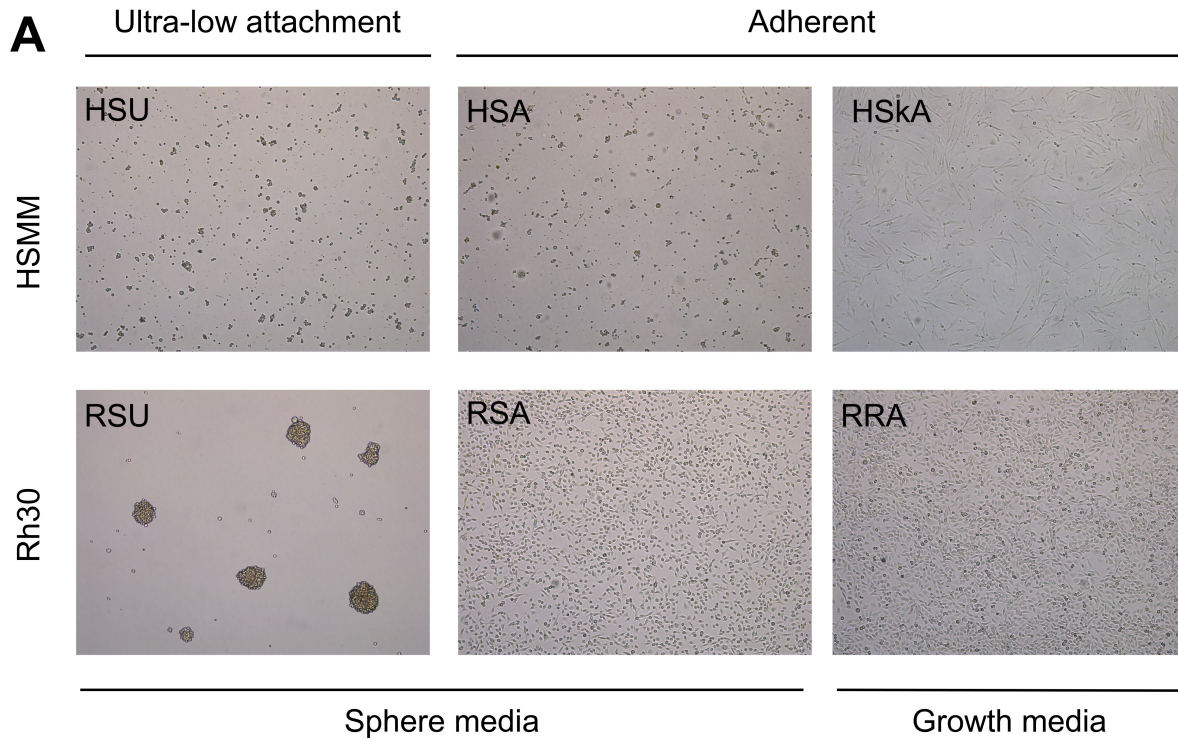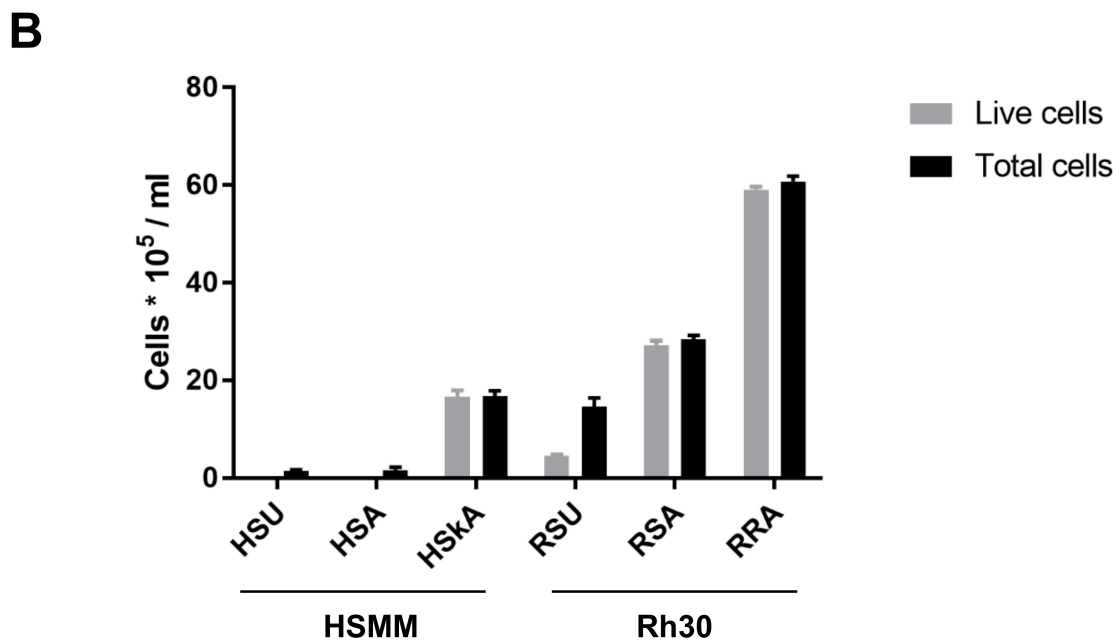

**Figure S 1. Normal human skeletal muscle myoblasts (HSMM) do not survive as spheres.** **(A)** Representative 100x images of HSMM and Rh30 cells after culture in sphere media on ultra-low attachment plates, or sphere media on adherent plates, as compared to normal growth media on adherent plates. HSMMs were not able to be passaged in sphere media on ultra-low attachment or adherent plates, shown by the dark floating cells. **(B)** Number of live cells compared to total cells remaining after culture in sphere media on ultra-low attachment plates, or sphere media on adherent plates, as compared to normal growth media on adherent plates. Concentration is represented as  $10^5$  cells/ml. HSU: HSMM cells, sphere medium, ultra-low attachment plates; HSA: HSMM cells, sphere medium, adherent plates; HSkA: HSMM cells, skeletal muscle basal medium, adherent plates; RSU: Rh30 cells, sphere medium, ultra-low attachment plates; RSA: Rh30 cells, sphere medium, adherent plates; RRA: Rh30 cells, RPMI-1640 medium, adherent plates.

## Supplementary Figure 2

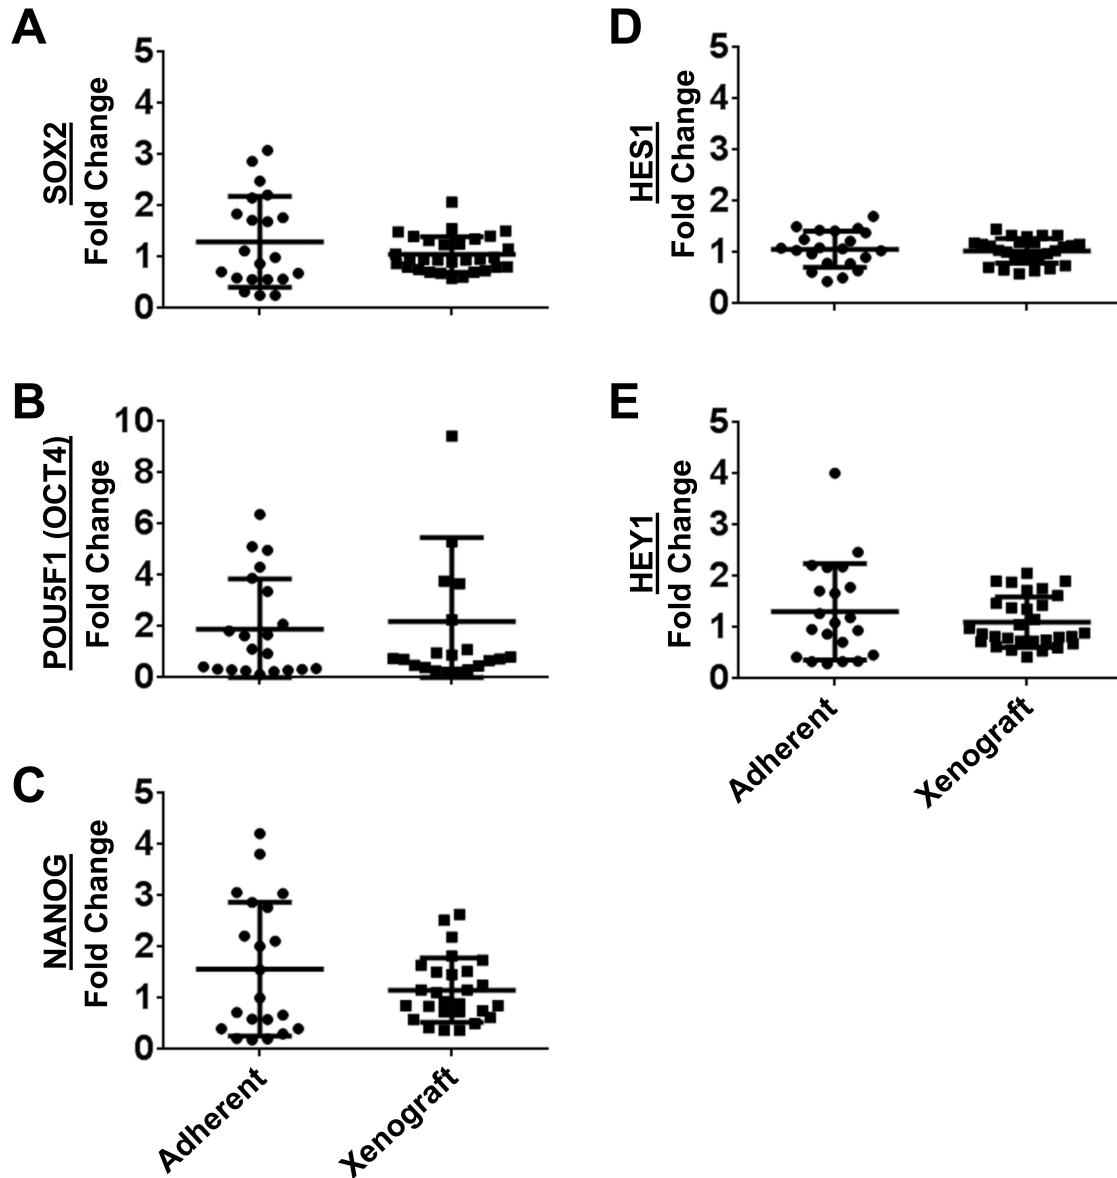

**Figure S2. Stem cell and Notch pathway genes are not differentially expressed between tumors resulting from cells grown as adherent cells versus spheres. (A)** qRT-PCR for stem cell genes *SOX2*, *POU5F1*, and *NANOG*, respectively, in adherent and sphere tumors. **(B)** qRT-PCR for Notch pathway genes *HES1* and *HEY1*, respectively, in adherent and sphere tumors.

## Supplementary Figure 3

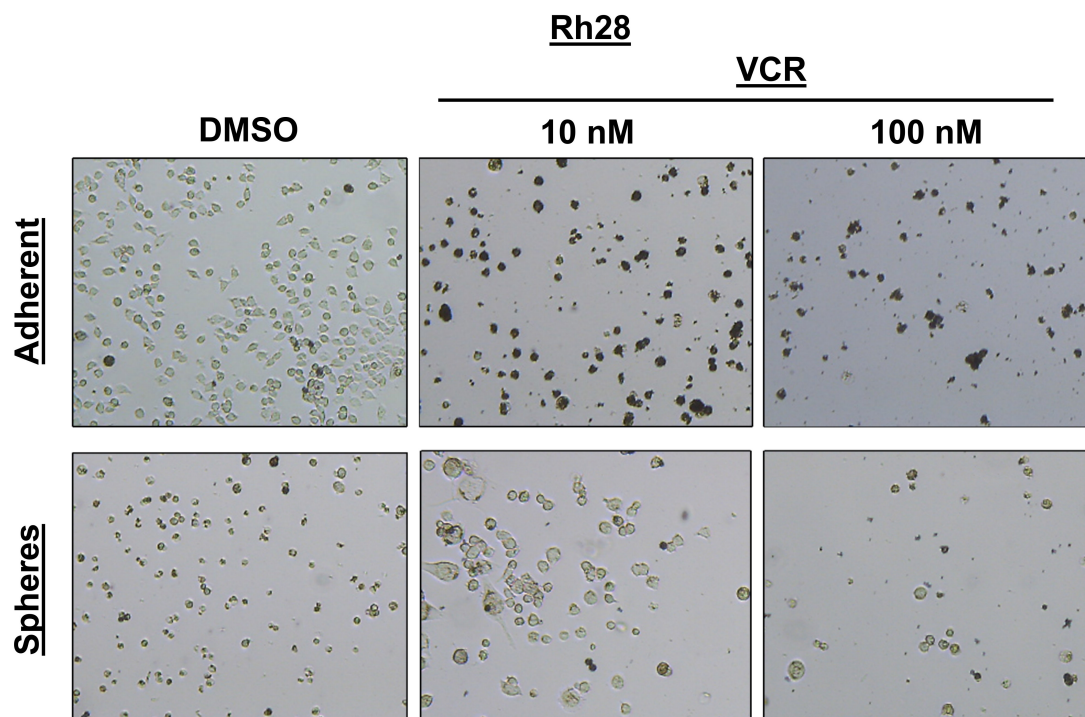

**Figure S3. FP-RMS Rh28 spheres exhibit chemoresistance.** Representative images of resistance colonies in Rh28 spheres after treatment with high concentrations (10nM and 100nM) of VCR. All the adherent cells died at these concentrations, shown by the dark floating cells.

Supplementary Table 1

| Oligos used for qPCR |                                     |
|----------------------|-------------------------------------|
| Oligo                | Sequence (5'-3')                    |
| GAPDH FW             | ATG GGG AAG GTG AAG GTC G           |
| GAPDH REV            | GGG GTC ATT GAT GGC AAC AAT A       |
| POU5F1 (OCT4) FW     | GGG CTC TCC CAT GCA TTC AAA C       |
| POU5F1 (OCT4) REV    | CAC CTT CCC TCC AAC CAG TTG C       |
| NANOG FW             | AGT CCC AAA GGC AAA CAA CCC ACT TC  |
| NANOG REV            | TGC TGG AGG CTG AGG TAT TTC TGT CTC |
| SOX2 FW              | TAC AGC ATG TCC TAC TCG CAG         |
| SOX2 REV             | GAG GAA GAG GTA ACC ACA GGG         |
| HEY1 FW              | GTT CGG CTC TAG GTT CCA TGT         |
| HEY1 REV             | CGT CGG CGC TTC TCA ATT ATT C       |
| HES1 FW              | TCA ACA CGA CAC CGG ATA AAC         |
| HES1 REV             | GCC GCG AGC TAT CTT TCT TCA         |
| P75 FW               | CAG GCT TTG CAG CAC TCA C           |
| P75 REV              | CTG CTG CTG TTG CTG CTT CT          |
| PAX6 FW              | TTT GCC CGA GAA AGA CTA GC          |
| PAX6 REV             | CAT TTG GCC CTT CGA TTA GA          |
| TUJ1 FW              | CGA TGC CAT GCT CAT CAC             |
| TUJ1 REV             | CCC AGT ATG AGG GAG ATC GT          |
| ALP L FW             | GGG TCA GCT CCA CCA CAA             |
| COL1A1 FW            | CCC CTG GAA AGA ATG GAG AT          |
| COL1A1 REV           | AAT CCT CGA GCA CCC TGA             |
| OC FW                | GGC GCT ACC TGT ATC AAT GG          |
| OC REV               | TCA GCC AAC TCG TCA CAG TC          |

| Oligos used for semi-quantitative RT-PCR |                             |
|------------------------------------------|-----------------------------|
| Oligo                                    | Sequence (5'-3')            |
| NOTCH1 FW                                | GCC GCC TTT GTG CTT CTG TTC |
| NOTCH1 REV                               | CCG GTG GTC TGT CTG GTC GTC |
| NOTCH3 FW                                | TCT TGC TGC TGG TCA TTC TC  |
| NOTCH3 REV                               | TGC CTC ATC CTC TTC AGT TG  |
| GAPDH FW                                 | GAG AGA CCC TCA CTG CTG     |
| GAPDH REV                                | GAT GGT ACA TGA CAA GGT GC  |

How the deposited data were processed for this re-analysis (not part of the article)

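RNA from Rh30 cells grown as adherent monolayers, as spheres for 48 h, or as orthotopic xenografts was measured on Affymetrix U133 Plus 2.0 arrays, 3 arrays per group. The authors normalized the arrays together by RMA, and the values used are log2 RMA values per probe set. Each array's values span from about 1.5 to about 14.5 and none is centred at 0, so the zero-transformation to the adherent mean described for the heat maps is not part of them. The version of the RMA software is not named in the paper's text. The labels and the paper differ on the route of injection of the xenografts, and the paper's description was used.

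After 62 control probe sets were set aside, the remaining 54613 were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with 1 coefficient per group and 6 residual degrees of freedom), with the contrasts spheres against adherent, xenografts against adherent, and xenografts against spheres. P-values were adjusted by the Benjamini-Hochberg method over all 54613 probe sets, and an adjusted p under 0.05 was called a change. Gene symbols came from the annotation of the array, checked against a table of current names: 41091 probe sets had 1 symbol, 1801 had several and 11721 had none. A gene was represented by its probe set with the highest mean over the 9 arrays among those with 1 symbol, which gave 19775 genes. All probe sets of the genes of the heat maps were reported, shared ones included. Confidence intervals are at 95%.

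Before the data were examined, 23 gene lists were fixed, with the rule for the genes named in the text: every gene of the heat maps and PROM1, whose colours in the heat maps had been seen; the 6 genes with the largest rise and the 6 with the largest fall in each comparison against adherent cells, and 4 and 4 for xenografts against spheres, among those past the threshold whose arrays do not overlap between groups; and up to 4 changed members of each list. The text gives fewer members of a list where space is short, and 1 gene that the rule selects is not reported here. The metallothionein genes and SLC39A10 were chosen after the values of related genes were seen. Lists were tested with camera from limma with a preset correlation between genes of 0.01 and adjusted over the 23 lists, and the number of members past the threshold was counted after adjustment over all probe sets and over the list alone. The lists are pluripotency factors, Notch receptors, ligands and signaling genes, Notch target genes, the Hedgehog pathway, YAP/TAZ target genes, cholesterol synthesis, fatty acid synthesis and desaturation, the hypoxia response, cell division, DNA replication, skeletal muscle differentiation, PAX3-FOXO1 target genes, the growth factor early response, the integrated stress and unfolded protein response, the interferon response, drug efflux transporters and aldehyde dehydrogenases, lineage markers of the differentiation assays, and markers of fibroblasts and stromal matrix, endothelial cells, macrophages and leukocytes, blood, adult skeletal muscle and adipocytes.

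The similarity of spheres and xenografts was measured by the correlation of their log2 changes across genes and by the share of genes with the same sign, set beside the values for 100 simulated pairs of unchanged groups, and by the overlap of changed genes. RNA quality was read from the 3′ and 5′ control probe sets of GAPDH and ACTB and from the poly-A control RNAs, with exact permutation tests. The method was tested on simulated data with 200 changed genes at the spread of these arrays: for spheres against adherent cells, 35.8% of changes of 0.5 log2 were recovered, 95.5% of changes of 1 log2 and 100% of changes of 2 log2, with 10 false calls among 164. For xenografts against adherent cells these shares were 40.3%, 98.5% and 100%, with 12 false calls among 171. Far fewer genes changed in the simulation than were called in the real comparisons. The adjustment is stricter in that case, so these shares do not carry over directly. The number of arrays limits the precision.

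The alternatives tried were quantile normalization and median centring of the values, a filter on dim probe sets, fits on the compared groups alone, a variance trend with robust estimation, array weights, the replicate number as a block, the methods' t-test with and without adjustment, an added 2-fold threshold, each array left out in turn, probe sets that are not prone to cross-hybridisation, the mean of all probe sets of a gene, and an estimated correlation between genes in camera. The replicate numbers do not pair the arrays: 3 of 9 arrays had their closest match in another group under the same number. The paper's qRT-PCR, tumor, differentiation and drug experiments were not analysed here.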

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

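All tests of explanations in this part, and the counts over other splits of the arrays, were chosen after the results were seen. The gene lists themselves were fixed beforehand.

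The paper does not analyse the gene lists that follow, and each passed camera against adherent cells with the preset correlation. With an estimated correlation 1 of the 10 sphere lists passed, DNA replication, and 0 of the 5 xenograft lists. In spheres the median log2 changes were 1.33 for the integrated stress and unfolded protein response, 0.92 for the hypoxia response, 0.43 for growth factor early response genes, -1.34 for DNA replication, -0.75 for cell division, -0.45 for cholesterol synthesis, -0.28 for fatty acid synthesis, -0.36 for PAX3-FOXO1 target genes, -0.29 for skeletal muscle differentiation and -0.41 for YAP/TAZ target genes. In xenografts they were 0.51 for the hypoxia response, -1.05 for YAP/TAZ target genes, -0.35 for the Hedgehog pathway, -0.25 for cell division and -0.17 for DNA replication.

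The changes from adherent cells differed between xenografts and spheres, by a test of the difference itself, for 7 of these lists and for single genes. The median log2 differences of xenografts from spheres were 1.19 for DNA replication, 0.38 for cell division, 0.62 for cholesterol synthesis, -0.43 for YAP/TAZ target genes, -0.40 for the hypoxia response, -0.33 for growth factor early response genes and -1.03 for the integrated stress and unfolded protein response, where the median of all genes was 0.13. None of these 7 lists held with an estimated correlation (adjusted p = 0.0937 for DNA replication, 0.243 for cell division, cholesterol synthesis, YAP/TAZ targets, growth factor early response and stress, and 0.490 for hypoxia with an estimated correlation). For single genes at their brightest probe set the differences were -0.78 for SOX2, 0.36 for POU5F1B, -0.77 for HEY1, 3.02 for NOTCH1, -0.63 for NOTCH2, 0.66 for NOTCH4, -0.40 for RBPJ, 1.00 for HEYL, 1.04 for HES1 and 2.03 for PROM1.

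For every count below, 3 arrays against 3 make 10 splits, too few for a share under 0.05. The other splits also put arrays of both groups on each side. A difference between the groups then widens the spread within each side and lowers the calls of single genes. These splits are thus no model of unchanged groups, for genes or for lists. For spheres against adherent cells, the real split called 5887 genes and 14185 probe sets, and the highest of the other splits called 0 of either with limma, or 614 genes and 1874 probe sets at an unadjusted p under 0.05, where the real split has 7615 and 18821. For xenografts against adherent cells the real split called 5329 genes and 12561 probe sets, the highest other 0 of either, or 1315 and 3738 unadjusted against 8124 and 19980. For xenografts against spheres these were 8705 genes and 0, or 1670 unadjusted against 10687. In each of these counts 1 split, the real one, reached the real value. For gene lists, the real split of spheres called 10 lists and the highest other 10, so that 2 splits reached the real value, and the real split of xenografts called 5 and the highest other 6, so that 3 splits did.

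The stress response was higher and DNA replication lower in spheres, with medians of 1.33 and -1.34. With an estimated correlation DNA replication kept its call (camera adjusted p = 0.0292) and the stress response did not (0.0796). A shift with brightness from the normalization is argued against: 0 of 10000 random lists of the same brightness had a median as far out as either list, and theirs lay between -0.63 and 0.39 and between -0.60 and 0.33. RNA degradation in the sphere samples stays open, because the control genes part: the 3′ minus 5′ difference rose by 0.0802 for GAPDH (95% interval -0.14 to 0.30) and by 0.81 for ACTB (0.47 to 1.15). The sphere culture itself, with its medium, growth factors and lack of attachment, is a candidate explanation that the design cannot separate from RNA quality, since all sphere arrays share both.

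RBPJ rose by 1.80 log2 in spheres at its dimmest probe set and not at its far brighter probe sets. A like rise of all RBPJ transcripts is argued against by values that were already part of the pattern: the highest upper 95% bound of the other probe sets was 0.37, and the lower bound at the dimmest was 1.31. Saturation of the bright probe sets is argued against too, since 6.40% of the 422 probe sets as bright (27) rose by more than 0.5 log2. A rise of some but not all RBPJ transcripts, or of another transcript bound by its dimmest probe set, may account for it and was not tested.

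The 8 stem cell probe sets all had small positive changes in xenografts, with a median of 0.26, and a general shift of probe sets of the same brightness was tested as the source. Random sets of the same brightness had a median of 0.07 (95% between -0.22 and 0.26), and the stem cell probe sets lay at percentile 97.46, between the bounds set for either answer, so that the shift and a true small rise cannot be told apart. The 10 probe sets of NOTCH3, NOTCH4 and JAG1, with a median of 0.31, lay at percentile 99.52 (random 95% between -0.25 and 0.25). That value is beyond the bound, but the paper names these genes from the same arrays and 6 of the probe sets measure JAG1, so it decides nothing. The dimmer NANOG probe set rose by more than most: 1.01% of 1093 probe sets of like brightness had a change as high.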

How the results depend on the processing

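No alternative in this part was chosen after the results were seen. Of the values of the main counts, of the number of lists and of the correlation under other settings, 110 stayed within 1.5 times the main count (for the correlation, within the spread of single arrays), 14 were lower and 1 was higher. The correlation, 0.21, ran from 0.19 to 0.23. Of 7668 values of single genes, 7068 kept their result, 461 lost a call, 117 gained one and 22 changed sign with a call on either side. For probe sets of the heat map genes these were 1040 of 1142, 62, 40 and 0, and for lists 515 of 550, 20, 15 and 0.

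Changed genes in spheres numbered 5887, and 1149 with an added 2-fold threshold. In xenografts they numbered 5329, and 2239 with the methods' t-test after adjustment, 649 with the 2-fold threshold, and 3423 to 5887 with an array left out, the lowest without adherent replicate 2. Between xenografts and spheres they numbered 8705, and 4643 and 1498 under the first 2 of these. Changed probe sets in spheres numbered 14185, 3019 at 2-fold, and 9003 without probe sets prone to cross-hybridisation, where fewer are tested. In xenografts they numbered 12561, 4826 with the t-test, 1507 at 2-fold, 7813 without the prone probe sets, and 8057 to 13825 with an array left out. Of the lists, 10 in spheres became 1 with an estimated inter-gene correlation, and 5 in xenografts became 0, and 5 to 8 with an array left out (8 without xenograft replicate 1). With the replicate block, 5564 genes changed in spheres, 4742 in xenografts and 8255 between them, with 13562 and 11273 probe sets and 11 and 5 lists.

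Sign changes of single genes came only from the choice of probe set, which then measures other parts of the gene. Without probe sets ending in _x_at or _s_at, log2 changes in spheres were 0.37 for IDI1, -0.22 for COL6A1, -0.0586 for TPD52, -0.24 for HES1, 0.19 for KIF23 and 0.91 for JARID2. In xenografts they were 0.0429 for COL6A1, -0.0366 for HES1, 0.0348 for MYOF, 0.0117 for KIF23 and -0.0220 for COL3A1. Between xenografts and spheres they were 0.0112 for KLF2, -0.59 for IDI1, 0.26 for COL6A1 and 0.0752 for MYOF. With the mean of all probe sets they were 0.0881 for ABCC4 and 0.0291 for JARID2 in spheres, 0.0012 for COL6A1, 0.0296 for ACACA and -0.36 for COL1A1 in xenografts, and -0.13 for ABCC4 and -0.67 for COL1A1 between them. Among lists, the median of muscle differentiation in xenografts was 0.03, and -0.05 under quantile normalization. It was -0.01 without adherent replicate 2, -0.02 without xenograft replicate 2 and -0.12 without xenograft replicate 3. The cause of the other changes was not tested. Signal near background limits dim probe sets, such as those of NANOG.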

Differences from the paper's values

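No test in this part was chosen after the results were seen. By qRT-PCR, the paper gives a rise of at least 4-fold for SOX2, POU5F1 and NANOG in Rh30 spheres at passage 4 and of at least 4-fold in Rh30 xenografts. On the arrays the largest rise of any of their probe sets was 2.08-fold in spheres and 1.54-fold in xenografts. The latter is that of the dim NANOG probe set, not tested against background, so its fold is uncertain. Among probe sets above the median brightness the largest rise in xenografts was 1.21-fold. In each group all 16 alternatives set before the data were examined also differ from the paper's value, at 1.85 to 2.38-fold in spheres and 1.21 to 1.71-fold in xenografts. The assays differ, and the array spheres were collected after 48 h of culture.

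The paper states that SOX2, POU5F1 and NANOG were enriched in both spheres and xenografts on the arrays. SOX2 rose in spheres (1.06 log2) and NANOG in xenografts (0.62), which go the paper's way. The NANOG value comes from a dim probe set not tested against background, so its size is uncertain. SOX2 in xenografts was 0.28 (adjusted p = 0.231, 95% interval -0.07 to 0.62), and the methods' t-test without adjustment calls it. NANOG in spheres was 0.19 (adjusted p = 0.374) with no setting that calls it. The shared POU5F1 probe set was -0.08 in spheres and 0.25 in xenografts with no setting that calls it, while POU5F1B in xenografts, 0.28, is called with quantile normalization (0.41, adjusted p = 0.0118), among brighter probe sets alone (0.0419) and with the methods' t-test without adjustment.

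The paper states that HEY1, HES1, JAG1 and RBPJ were enriched in both groups. HEY1 and HES1 rose in both, but with the methods' t-test, adjusted or not, neither HEY1 probe set is called in xenografts. JAG1 passed in spheres at 1 of 6 probe sets, a call lost with the methods' t-test after adjustment and in 4 fits with an array left out, and in xenografts at 0 of 6. In spheres, 3 more JAG1 probe sets are called in fits of the 2 groups alone, with array weights and with the methods' t-test without adjustment, and another is called lower without sphere replicate 1 (-0.36, adjusted p = 0.0450). In xenografts, the brightest is called with quantile normalization (0.65, adjusted p = 0.0270) and without xenograft replicate 2 (0.67, adjusted p = 0.0339), and the second dimmest without xenograft replicate 3 (0.63, adjusted p = 0.0483). Over all alternatives the change in xenografts ran from 0.25 to 0.67 at the brightest and from 0.12 to 0.63 at the second dimmest. RBPJ passed in spheres at 1 of 3 probe sets and in xenografts at 0 of 3, where its changes were -0.23, -0.42 and 0.01 and every setting that calls one of them calls it lower.

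The paper states a modest increase of NOTCH3 and NOTCH4 in both groups. NOTCH4 rose in xenografts at 1 of 2 probe sets (0.38, adjusted p = 0.0361), which goes the paper's way. In spheres that probe set was -0.28, and the settings that call it call it lower. NOTCH3 was 0.11 and -0.00 in spheres and 0.27 and 0.24 in xenografts. The first is called with the methods' t-test without adjustment and the third without xenograft replicate 1 (0.51, adjusted p = 0.00869). Over 15 alternatives the third ran from 0.06 to 0.51. By RT-PCR, the paper shows NOTCH1 increased in spheres of Rh28 and Rh30 cells. The assay differs, the spheres of that experiment were serially passaged, and those of the arrays were collected after 48 h. On the arrays the brighter NOTCH1 probe set fell in spheres (-2.44, adjusted p = 9.18e-08) and the dimmer was -0.01.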

Other observations

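The test of SLC39A10 in this part was fixed before its value was seen, and the metallothionein pattern it bears on was chosen after the values were seen. PROM1, the gene of CD133, which the paper reports as not upregulated in spheres by qRT-PCR, fell in spheres to 0.194 times the adherent level (log2 change -2.37, SE 0.12, adjusted p = 1.42e-07, n = 3 arrays per group) and was 0.793 times in xenografts (adjusted p = 0.0573, and 0.0281 to 0.229 over 15 alternatives, 4 of which call it lower). Of 15 drug efflux transporters and aldehyde dehydrogenases, 2 rose and 5 fell in spheres (3 and 5 adjusted over the list alone), with ALDH1A1 up 1.35-fold and ABCC5 at 0.347 times, and 1 rose and 2 fell in xenografts (1 and 2 adjusted over the list alone), with ALDH1A2 at 0.307 times. The list did not pass in either (camera adjusted p = 0.605 and 0.742; in xenografts its median was 0.15, its mean -0.05). Of 5 measured lineage markers of the differentiation assays, 0 rose and 1 fell in spheres, TUBB3 at 0.530 times, and 2 rose in xenografts, ALPL (1.38-fold) and COL1A1 (1.23-fold, and lower with the mean of its probe sets); adjusted over the list alone, 1 fell in spheres and 2 rose and 2 fell in xenografts (camera adjusted p = 0.890 and 0.742). Of 19 interferon response genes, 6 rose and 2 fell in spheres (7 and 2 adjusted over the list alone), with BST2 up 2.98-fold (camera adjusted p = 0.0511, and 0.0129 to 0.0424 in 7 alternatives that call it), and 1 rose and 3 fell in xenografts (2 and 3 adjusted over the list alone; camera adjusted p = 0.662). In spheres, 13 Hedgehog pathway genes had 1 member higher, HHIP at 1.82-fold, and 4 lower (1 and 6 adjusted over the list alone; camera adjusted p = 0.228).

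Host cell markers did not pass as lists in xenografts, on arrays whose probes are human. Among adult skeletal muscle markers more genes rose than fell, and ACTA1, of the muscle differentiation list, rose with them. Of those that fell, MB, myoglobin, was lowered to 0.504 times and CA3, carbonic anhydrase 3, to 0.405 times. The list shares 4 genes with the muscle differentiation list, which this muscle-like tumor line expresses. These are TNNT3, TNNI2, CKM and MYLPF, and MYLPF is not among the measured genes of either list. Of 20 stromal genes, 5 rose and 6 fell (5 and 6 over the list alone; camera adjusted p = 0.567 toward lower values, median 0.03, mean 0.11), with LUM, among the largest rises, higher (95% interval of the log2 change 1.91 to 3.72) and COL5A1, a collagen, lower by a log2 change of -1.32. Of 17 macrophage and leukocyte markers, 5 rose and 1 fell (6 and 1 over the list alone; camera adjusted p = 0.0796), with AIF1 up 1.58-fold and LAPTM5 at 0.0857 times. Of 15 endothelial markers, 3 rose (3 over the list alone; 0.0759), with KDR up 1.51-fold. Of 6 blood markers, 2 rose (3 over the list alone; 0.0900), and of 10 adipocyte markers, 1 rose (0 over the list alone; 0.0900). In spheres these lists had 2 higher and 5 lower for muscle, 3 and 3 for stroma, 0 and 3 for macrophages and leukocytes, 2 and 0 for endothelium, and 0 and 0 for blood and for adipocytes, with camera adjusted p-values from 0.293 to 0.942.

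Some metallothionein genes, which bind and store zinc and other metals, were higher in both systems. Of 8 genes, 7 metallothioneins and SLC30A1, put together after SLC30A1 and related genes were seen to rise and so no test of the group, 7 rose in spheres and 7 in xenografts, with medians of 2.06 and 1.78, and MT2A rose 7.02-fold in spheres and 4.25-fold in xenografts. A response to zinc may account for this, a hypothesis found on these data. It predicts that SLC39A10, a zinc importer that zinc represses through the transcription factor MTF1, is lower, and SLC39A10 changed by -1.58 log2 in spheres (SE 0.13, adjusted p = 3.58e-06) and by -1.33 in xenografts (SE 0.13, adjusted p = 2.98e-05). Zinc was not measured, and cross-hybridisation among the metallothionein probe sets was not tested. Hypoxia and glucocorticoids also induce metallothioneins, and the hypoxia response list was higher in the same groups (median 0.92 in spheres and 0.51 in xenografts, though not with an estimated correlation), so neither is excluded.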
